# Characterization of multitype colonies originating from porcine blastocysts produced *in vitro*

**DOI:** 10.3389/fcell.2022.918222

**Published:** 2022-09-12

**Authors:** Jong-Nam Oh, Jinsol Jeong, Mingyun Lee, Gyung Cheol Choe, Dong-Kyung Lee, Kwang-Hwan Choi, Seung-Hun Kim, Chang-Kyu Lee

**Keywords:** embryo, lineage, segregation, RNA-seq, blastocyst attachment

## Abstract

Many types of embryonic stem cells have been induced from pre-implantation blastocysts to study the specification of early lineages. Various cell lines have been established using chemicals, including excessive inhibitory molecules. Previous studies have also aimed to purify cell populations representing a single embryonic lineage from a protocol. In this study, we used a novel culture condition to induce cells from blastocyst seeding and analyzed their characteristics. Next, signaling inhibitors were introduced during the cell culture period. Furthermore, we investigated the cell types using RNA sequencing. Each type of cell population showed a distinct morphology and reactivity with alkaline phosphatase. Marker proteins enabled each cell type to be distinguished by immunocytochemistry, and genes such as Sox17, Gata4, Gata6, T, and Cdx2 showed applicability for the discrimination of cell types. Signaling inhibitors suppressed the production of some cell types, and gene expression and marker protein patterns were collapsed. RNA-sequencing suggested cell-type-specific marker genes and the correlation among samples. In conclusion, four types of cells could be induced from porcine embryos using a single protocol, and they could be isolated manually. Our data will help promote the study of lineage segregation based on embryonic cells.

## Introduction

Every cell that comprises the body comes from a fertilized egg. From a few totipotent cells, embryonic lineages arise in a planned order. Following the compaction of embryonic cells, the outer cells form the trophectoderm (TE) and the inner cells form the inner call mass (ICM) (Yamanaka et al., 2006). Furthermore, cells in the ICM are segregated into epiblasts and primitive endoderm (PrE) (Hermitte and Chazaud, 2014). All of the cell populations of the fetus originate from these embryonic lineages (Rossant, 2007). To understand the early development of embryos, lineages in the early stages have been analyzed for various species (Teruel et al., 2000). However, some details remain unknown in mice, and even the principles of major specifications are unclear in model animals, including pigs.

To determine the mechanisms of lineage specification, many studies have tried to establish lineage-specific cell lines (Ralston and Rossant, 2005). Because embryonic events are rapid and the states of cells are constantly changing, maintenance of cellular conditions using chemicals is necessary (Teruel et al., 2000; Smith, 2001). Various embryonic stem cells representing specific lineages have been utilized to investigate the characteristics of each lineage.

In a previous study, we obtained an epiblast-like cell line from blastocyst seeding (Choi et al., 2019). Fetal bovine serum was excluded to reduce unknown factors, and many cytokines and chemicals were used to derive cells of the epiblast lineage (van der Valk et al., 2018). Inhibitors for the maintenance of stem cells were introduced to suppress unintended cell types. Many other studies have used various combinations of chemicals to lead cells on a path to a single lineage (Emre et al., 2007; Li and Ding, 2010). However, during the early stages of natural development, most signals originate from inside the embryo. Therefore, to follow the spontaneous development of early embryos, chemical barriers should be excluded. However, mimicry of the early differentiation of embryonic cell lineages outside of the reproductive tract still has challenges to overcome. The primary task is the isolation of cell populations representing embryonic lineages with the minimum use of inhibitors.

In this study, we minimized inhibitors to retain as many embryonic lineages as possible. Two inhibitors that are required to maintain pluripotent states in pigs, human leukemia inhibitory factor (hLIF) and basic fibroblast growth factor (bFGF), were used together under previously described culture conditions (Ezashi et al., 2012). We established four types of cells from *in vitro* fertilized blastocysts. To identify these cell types, first, the morphology of the cells was examined. Next, alkaline phosphatase staining and immunocytochemistry of marker proteins were conducted. Then, we isolated each cell type and used quantitative PCR to analyze the expression levels of marker genes. To identify detailed expression profiles, RNA sequencing (RNA-seq) was conducted with cell clumps. During the culture period, and to observe the response of cells, we also added additional signaling inhibitors (PDGFRA inhibitor, TGFβ inhibitor, and MEK inhibitor), which have the potential to control the pluripotency of pig embryos (Vrbsky et al., 2015; Oh et al., 2020). Finally, we isolated RNAs from each cell type and conducted RNA-seq. We selected upregulated genes from each cell type and showed the distribution of each type on a multidimensional scaling plot. Additionally, the results were compared with sequencing results from other studies.

## Materials and methods

The care and experimental use of pigs were approved by the Institute of Laboratory Animal Resources, Seoul National University (SNU-140328-2). Unless otherwise stated, we obtained all chemicals from Sigma–Aldrich Corp. (St. Louis, MO, United States).

### *In vitro* production of fertilized embryos

Ovaries of prepubertal gilts were obtained from a local slaughterhouse and transferred to the laboratory within warmed saline. Cumulus-oocyte complexes (COCs) were collected by aspirating 3- to 7-mm follicles from the prepubertal gilts with a 10-ml syringe and an 18-gauge needle. COCs with compact multiple layers of cumulus cells and fine cytoplasm were collected from aspirated porcine follicular fluid (pFF) and allowed to mature for 44 h at 39°C in tissue culture medium 199 (TCM 199) (Gibco, Grand Island, NY, United States) supplemented with 10% pFF, L-cysteine (0.1 mg/ml), sodium pyruvate (44 ng/ml), epidermal growth factor (10 ng/ml), insulin (1 mg/ml), and kanamycin (75 μg/ml). The COCs were matured for the first 22 h with 10 IU/ml gonadotropin hormones, pregnant mare serum gonadotropin (PMSG) (Lee Biosolutions, Maryland Heights, MO, United States), and human chorionic gonadotropin (hCG); the gonadotropins were excluded from the medium for the last 22 h. After maturation, cumulus cells were removed from the oocytes with hyaluronidase. Sperm cells were washed twice with Dulbecco’s phosphate buffered saline (DPBS) supplemented with 0.1% bovine serum albumin (BSA) at 1,400 rpm for 3 min. Washed sperm (4 × 10^4^/ml in the final concentration) were co-incubated with the matured oocytes in 500 μl of modified tris-buffered medium (mTBM) for 4 h (Abeydeera and Day, 1997). mTBM consisted of 113.1 mM sodium chloride, 3 mM potassium chloride, 7.5 mM calcium chloride, 20 mM Trizma® base, 11 mM glucose, 5 mM pyruvate, 1 mM caffeine, and 0.8% BSA. Following this process, the eggs were incubated in 5% CO_2_ and 5% O_2_ at 39 °C in 20 μl of porcine zygote medium 3 (PZM3) (Yoshioka et al., 2002).

### Culture of cells from blastocyst seeding (including AP staining)

Hatched blastocysts were attached to feeder cells (mitomycin C-treated mouse embryonic fibroblasts). In total, 12 to 24 blastocysts were used in each seeding experiment. The basal medium was DMEM/F-12 supplemented with MEM Non-Essential Amino Acids, Glutamax, 2-mercaptoethanol, antibiotic-antimycotic, and 15% KnockOut™ Serum Replacement (all from Gibco, NY, United States). Basic FGF and human LIF were added to the medium (10 ng/ml each). AG1296 (PDGF receptor inhibitor, 10 μM), SB431542 (TGFβ inhibitor, 4 μM), and PD0325901 (MEK inhibitor, 1 μM) were used for the inhibitor treatment experiment. Samples were cultured for 14 days after blastocyst seeding and stained with alkaline phosphatase (AP).

### Immunocytochemistry of colonies

Cells were washed with DPBS supplemented and fixed with 4% paraformaldehyde (PFA) in DPBS at room temperature (RT) for 15 min. Fixed cells were permeabilized using 0.2% Tween-20 and 0.1% Triton X-100 in DPBS at RT for 15 min, followed by blocking with 10% donkey serum in DPBS at RT for 1 h. Samples were stained with anti-SOX2 (5 μg/ml) or anti-GATA6 (1 μg/ml) in DPBS containing 10% donkey serum at 4°C overnight. After washing three times in washing solution (DPBS with 0.2% Tween-20 for 10 min), cells were incubated with donkey anti-rabbit Alexa594 or donkey anti-goat Alexa488 (Invitrogen 1:5,000) in DPBS with 10% donkey serum at RT for 1 h and at 4 °C for 6 h. For double staining, samples were stained again with anti-SOX17 (1 μg/ml) or anti-NANOG (1 μg/ml). The procedures were the same as for the first staining. The antibodies used are listed in Table 1. A digital imaging system for microscopy (DS-L1, Nikon) was used to obtain fluorescence and bright-field images. We used ImageJ software to process the images.

**TABLE 1:** List of antibodies.

Primary antibodies			
Target	Host	Company	Catalog number
SOX SOX172	Goat	R&D systems	AF1924
SOX2	Rabbit	Millipore	AB5603
GATA6	Goat	R&D systems	AF1700
NANOG	Rabbit	Peprotech	500-P236
**Secondary antibodies**			
**Fluorescent dye**	**Target/host**	**Company**	**Catalog number**
Alexa594	Rabbit/donkey	Invitrogen	A-21207
Alexa488	Goat/donkey	Invitrogen	A-11055

### RNA extraction and quantitative PCR

Each cell population from the colonies was mechanically separated from the blastocyst seeding samples. RNA was extracted and cDNA was synthesized with a TaqMan™ Gene Expression Cells-to-CT™ Kit (Invitrogen, MA, United States). Quantitative PCR was conducted using Power SYBR™ Green PCR Master Mix (Applied Biosystems™, CA, United States). The levels of the transcripts were normalized to the expression level of the GAPDH gene. The list of primers used is described in Table 2.

**TABLE 2:** List of oligonucleotides for quantitative PCR.

Cell lineage	Gene	Forward sequence	Reverse sequence	Annealing temperature (°C)	Product size (base pairs)
Reference	*GAPDH*	TGCTCCTCCCCGTTCGAC	ATGCGGCCAAATCCGTTC	60	100
Epiblast	*OCT4A*	CTT​GGA​GAG​CCC​TGG​TTT​TAC​T	GCC​AGG​TCC​GAG​GAT​CAA​C	68	159
	*SOX2*	CGGCGGTGGCAACTCTAC	TCG​GGA​CCA​CAC​CAT​GAA​AG	64	100
	*NANOG*	CAT​CTG​CTG​AGA​CCC​TCG​AC	GGG​TCT​GCG​AGA​ACA​CAG​TT	60	195
	*HNF4A*	GCT​TCT​TTC​GGA​GGA​GTG​TG	TTG​ACC​TGC​GAG​TGC​TGA​T	60	183
	*KLF4*	GGA​CCA​CCT​TGC​CTT​ACA​CA	CTT​TCC​AGC​TGG​GTT​CCT​CC	60	146
	*MYC*	GAA​AAA​GAC​GTG​CTG​CGG​AA	CCA​GCC​AAG​GTT​GTG​AGG​TT	60	253
PrE	*PDGFRA*	GGT​CAC​CTG​TGC​CGT​CTT​TA	TTT​GAT​GGA​CGG​GAC​CTT​GG	60	115
	*PDGFA*	GCT​GTG​GAT​ACC​TCG​CCA​AT	CTT​CTC​TTC​CTC​CGA​ACG​GG	60	132
	*SOX17*	GCAAGATGCTGGGCAAGT	TTG​TAG​TTG​GGG​TGG​TCC​TG	60	112
	*GATA4*	GACCACCACCACCACGCT	AAT​CCC​CTC​TTT​CCG​CAT​T	60	121
	*GATA6*	CGG​CCT​CTA​CAG​CAA​GAT​GA	AGT​TGG​CAC​AGG​ACA​ATC​CA	60	98
TE	*CDX2*	CAGCGGCGGAACCTGTG	ACT​CGG​TAT​TTG​TCT​TTC​GTC​CTG	63	92
	*DAN2*	TGG​GAG​TGA​GGC​CCT​AAT​GA	GGA​CTA​CTT​AGG​TCG​GGA​GGT	60	111
	*GATA3*	GCGGGCTCTACCACAAAA	CGT​TGG​CAT​TTC​TTC​TCC​A	60	141
XEN	*SALL4*	CAG​GAG​TAC​CAG​AGC​CGA​AG	ACC​TCG​GGA​GAC​TTG​GAC​TT	60	107
	*SNAI1*	TTT​TCA​GCA​GCC​CTA​TGA​CC	CCA​GGA​GAG​AGT​CCC​AGA​TG	60	107
	*SPARC*	GGA​CCA​TCA​GTC​CTC​TGG​AA	AGT​TCT​GCG​TCT​CCC​AAA​GA	60	111
Mesoderm	*T*	GGG​CAA​GGG​ATG​GGA​ATA​AGG	ACC​GCT​GAG​GAT​GGA​CAA​AG	60	112
	*GSC*	GAA​GCC​CTG​GAG​AAC​CTC​TT	GCT​TTC​GAC​GAC​GTC​TTG​TT	60	200
	*GATA5*	GAAACCCGAGCCCAGCC	GGA​GTG​AAG​AGG​CAG​CGA​G	60	172
	*MIXL1*	AGA​TGT​GAA​CTG​CCT​GCC​C	ATT​CTG​GTG​TGT​GTC​TCC​CTG	60	232
Germ cell	*IFITM3*	TTC​GTG​GCT​TTC​GCC​TAC​TC	CCA​GTG​GTG​CAA​ACG​ATG​AT	60	161
	*DDX4*	GAA​CCC​AGT​TGG​GGC​ATT​CA	TTT​GAT​GGC​ATT​CCT​GGG​CA	64	211
	*PRDM1*	GTT​CAG​GCA​GAG​GCA​TCC​TT	GAG​TGT​GCT​GGG​TTC​ACG​TA	60	272
	*PTEN*	CCA​GTC​AGA​GGC​GCT​ATG​TG	TGG​CAG​ACC​ACA​AAC​TGA​GG	64	151

### RNA sequencing

RNA was purified from each type of cell (Clear-S™, Invirustech, Korea). Libraries were prepared using the SMART-Seq® v4 Ultra® Low Input RNA Kit for Sequencing (Takara Bio, CA, United States). An Illumina Novaseq 6000 (CA, United States) was used to produce read counts of samples. For the comparative study, previous reports were used (Table 3). A list of the tools used for the analysis is given in Table 4.

**TABLE 3:** List of RNA-seq data.

Access number of GEO	Name of sample	Run	Description	Sample name in this study
GSE189477	GSM5702418	Not published (private until publication)	Epiblast-like cells	Type A (A)
	GSM5702419	Not published (private until publication)	Epiblast-like cells	Type A (A1)
	GSM5702420	Not published (private until publication)	Epiblast-like cells	Type A (A2)
	GSM5702421	Not published (private until publication)	Primitive endoderm-like cells	Type B (B)
	GSM5702422	Not published (private until publication)	Primitive endoderm-like cells	Type B (B1)
	GSM5702423	Not published (private until publication)	Primitive endoderm-like cells	Type B (B2)
	GSM5702424	Not published (private until publication)	Trophectoderm-like cells	Type C (C)
	GSM5702425	Not published (private until publication)	Trophectoderm-like cells	Type C (C1)
	GSM5702426	Not published (private until publication)	Trophectoderm-like cells	Type C (C2)
	GSM5702427	Not published (private until publication)	Mesoderm-like cells	Type D (D)
	GSM5702428	Not published (private until publication)	Mesoderm-like cells	Type D (D1)
	GSM5702429	Not published (private until publication)	Mesoderm-like cells	Type D (D2)
GSE120031	GSM3391893	SRR7851658	Pig fetal fibroblasts	PEF
	GSM3391894	SRR7851659	Pig fetal fibroblasts	PEF
	GSM3391895	SRR7851660	Pig fetal fibroblasts	PEF
	GSM3391902	SRR7851667	Pig ESCs	IVF-ES
	GSM3391903	SRR7851668	Pig ESCs	IVF-ES
	GSM3391904	SRR7851669	Pig ESCs	IVF-ES
GSE112380	GSM3069020	SRR6904203	Pig embryo: Morula	Morula
	GSM3069022	SRR6904205	Pig embryo: Morula	Morula
	GSM3069025	SRR6904208	Pig embryo: Morula	Morula
	GSM3069058	SRR6904241	Pig embryo: EB ICM	EB_ICM
	GSM3069061	SRR6904244	Pig embryo: EB ICM	EB_ICM
	GSM3069065	SRR6904248	Pig embryo: EB ICM	EB_ICM
	GSM3069081	SRR6904264	Pig embryo: EB TE	EB_TE
	GSM3069092	SRR6904275	Pig embryo: EB TE	EB_TE
	GSM3069094	SRR6904277	Pig embryo: EB TE	EB_TE
	GSM3069096	SRR6904279	Pig embryo: LB EPI	LB_Epi
	GSM3069113	SRR6904296	Pig embryo: LB EPI	LB_Epi
	GSM3069118	SRR6904301	Pig embryo: LB EPI	LB_Epi
	GSM3069131	SRR6904314	Pig embryo: HYPO	LB_PrE
	GSM3069134	SRR6904317	Pig embryo: HYPO	LB_PrE
	GSM3069142	SRR6904325	Pig embryo: HYPO	LB_PrE
GSE66507	GSM1624222	SRR1825955	Human embryo: TE	TE
	GSM1624225	SRR1825958	Human embryo: TE	TE
	GSM1624228	SRR1825961	Human embryo: EPI	Epiblast
	GSM1624229	SRR1825962	Human embryo: TE	TE
	GSM1624232	SRR1825965	Human embryo: PE	PrE
	GSM1868810	SRR2240580	Human embryo: PE	PrE
	GSM1868810	SRR2240581	Human embryo: PE	PrE
	GSM1868823	SRR2240644	Human embryo: EPI	Epiblast
	GSM1868823	SRR2240645	Human embryo: EPI	Epiblast

**TABLE 4:** Tools and parameters.

Tools_1	Name of tool	Version	Parameter	Reference
Preprocessing				
Low-quality reads and adapter sequences were filtered according to the following parameters	cutadapt	2.8	quality-cutoff (20) and minimum-length (50)	Martin, (2011)
Alignment				
Filtered reads were mapped to the reference genome related to the species. The parameters have been set based on ENCODE standard options.	STAR	2.7.1a	outFilterType (BySJout), outFilterMultimapNmax (20), alignSJoverhangMin (8), alignSJDBoverhangMin (1), outFilterMismatchNmax (999), outFilterMismatchNoverLmax (0.04), alignIntronMin (20), alignIntronMax (1000000), and alignMatesGapMax (1000000)	Dobin et al. (2013)
Abundance estimation				
The expression levels of genes and transcripts were calculated using the read mapping information obtained from the aligner in the following manner	RSEM	1.3.1	—	Li and Dewey, (2011)
	featureCounts	2.0.0	—	Liao et al. (2014)
	HTSeq-count	0.11.2	minaqual (0) and mode (intersection-nonempty)	Anders et al. (2015)
	Cufflinks	2.2.1	multiread-correct and frag-bias-correct	Trapnell et al. (2010)
Tools_2		Name of the tool	Version	Ref
Differentially expressed gene (DEG) analysis				
Using genes and transcript expression information, genes were predicted with statistically significant differences in expression between samples or groups		TCC	1.26.0	Sun et al. (2013)
		edgeR	3.28.1	Robinson et al. (2010)
		DESeq	1.38.0	Anders and Huber, (2010)
		DESeq2	1.26.0	Love et al. (2014)
		EnhancedVolcano	-	Kevin et al. (2018)
Functional study				
The biological function of DEGs is being investigated to identify biological clues for research using differences in the expression levels		goseq	1.38.0	Young et al. (2010)
		GOplot	1.0.2	Walter et al. (2015)
Data quality control (QC)				
Data QC was performed to verify sequencing and alignment data, etc.		FastQC	0.11.9	Andrews, (2010)
		PCAtools	—	Kevin Blighe, (2019)
		Gviz	1.30.0	Hahne and Ivanek, (2016)

### Statistical analysis

Statistical analysis of the data was performed using GraphPad Prism Software (version 5.01; San Diego, CA, United States). Significant differences among experimental groups were determined by one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test, while unpaired t-tests were used for the binomial data. A *p*-value < 0.05 was considered significant. Data are presented as the mean± the standard error.

## Results

### Morphology and protein localization in each type of cell

The morphological features of each cell population are shown in Figure 1A. Types A, B, and C cultured as single layers, but type D formed multiple layers. Lipid droplets (LDs) were determined by microscopy with normal light, following a previous study (Niu et al., 2015). Cell types A and C contained LDs, while B and D did not show LDs. The density order of the cells was type D, B, A, and C. In the AP treatment experiment, type A cells were stained, but cell types B and C were not AP-positive. Within type D, the central part of the colony (high cellular density) showed an AP-positive signal (Figure 1B). Because the type D cells grew in multiple layers, the AP staining always showed the same pattern as shown in Figure 1B. SOX17 protein was detected only in the nuclei of type A cells. SOX2 was localized in the nuclei of type A, B, and D cells, but this protein was localized in the cytoplasm of type C cells (Figure 1C; Supplementary Figure S1). Similar to SOX17, GATA6 was detected in the nuclei of type A cells. Type B cells were negative for GATA6. Cell types C and D showed a positive signal for GATA6, but it was not negative in type B. NANOG was observed in the nuclei of type A and B cells, while it was observed in the cytoplasm of type C cells (Figure 1D). All of the results from this section are summarized in Figure 3A, and representative images are shown in Figure 3B.

**FIGURE 1:**
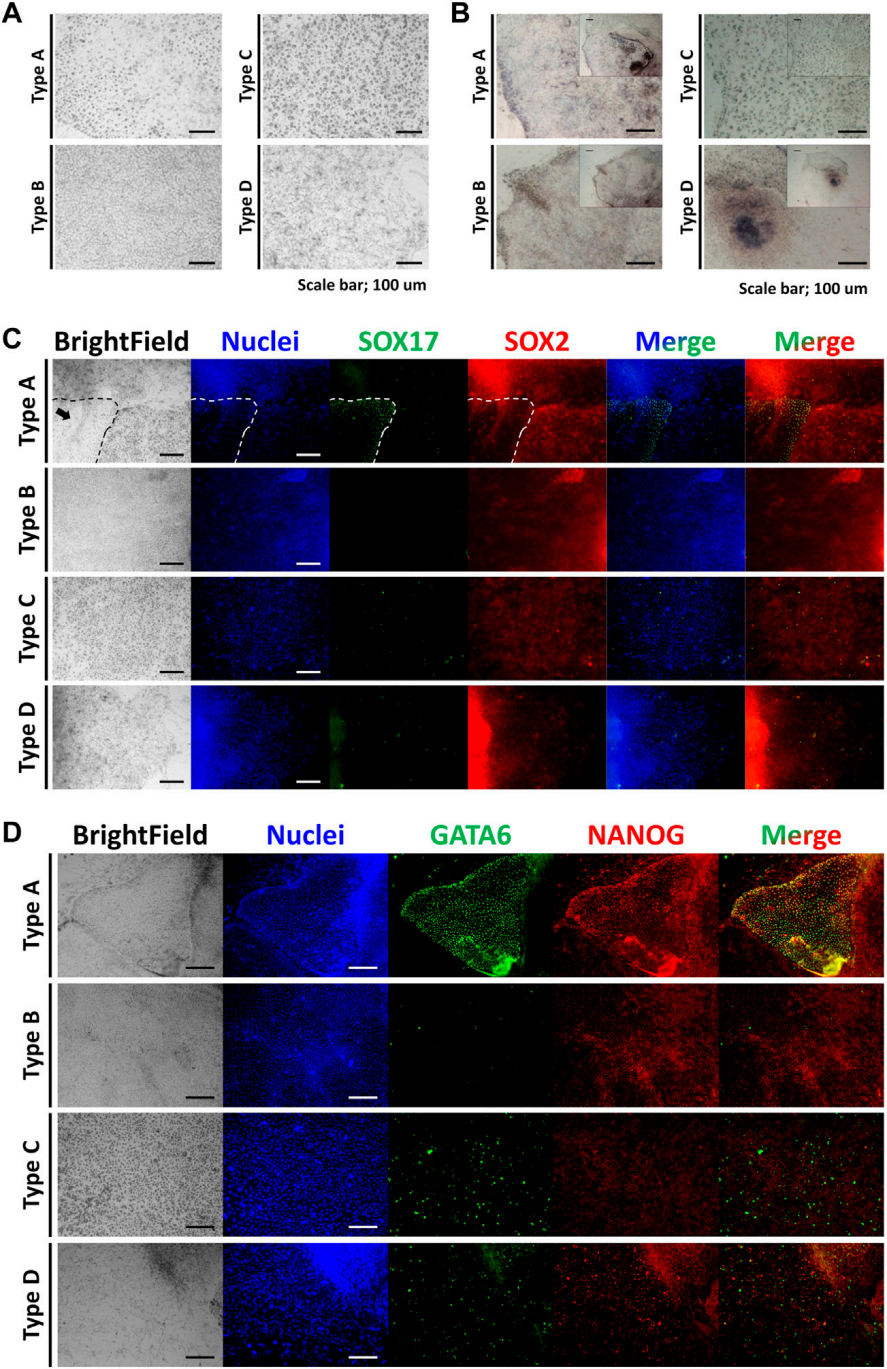
Morphologies, alkaline phosphatase staining, and immunocytochemistry of the four types of cells. **(A)** Morphologies of the four cell types. **(B)** Alkaline phosphatase staining of the four cell types. **(C)** Immunocytochemistry staining images of the four cell types for SOX17 and SOX2 (the arrow indicates the area of type A cells). **(D)** Immunocytochemistry staining images of the four cell types for GATA6 and NANOG. All scale bars are 100 μm.

### Relative expression level of lineage-specific marker genes in each type of cells

Relative expression levels of marker genes were normalized with porcine embryonic fibroblasts (PEFs) as a control (Figure 2). Among the epiblast markers, Oct4a and Hnf4a showed high levels of expression in cell types A and B. The expression of Sox2 was restricted in type D cells. Nanog expression in type C cells showed significantly lower expression than that in PEFs. The expression levels of Klf4 and Myc were lower in the four types of cells than in somatic cells. PDGFRA expression was high in type A and B cells, but PDGFα expression was lower in the four cell types than in PEFs. Other PrE-specific genes, Sox17, Gata4, and Gata6, were highly expressed in cell types A and B. Among TE-specific markers, Cdx2 showed specific expression in type C cells. Dab2 expression in the four cell types was lower than that in PEFs, while Gata3 expression was only high in type B cells. Among XEN cell markers, Snail and Sparc expression in the four types of cells was lower than that in PEFs. Sall4 was highly expressed in cell types A and B. Mesoderm marker T showed exclusive expression in type D cells. Type D cells also showed the highest expression of Gata5. Additionally, the expression of Gata5 in type C cells was lower than that in type D cells but higher than that in cell types A and B. Gsc expression was high in cell types A and B, and the expression of Mixl1 was significantly high in cell types A, B, and D. In the case of germ cell markers, the expression levels of Prdm1 were significantly high in cell types A and B. However, Ddx4 expression was only higher in cell type D than in the other cell types. Moreover, Pten expression in the four cell types was lower than that in PEFs. All of the results from this section are summarized in Figure 3A.

**FIGURE 2:**
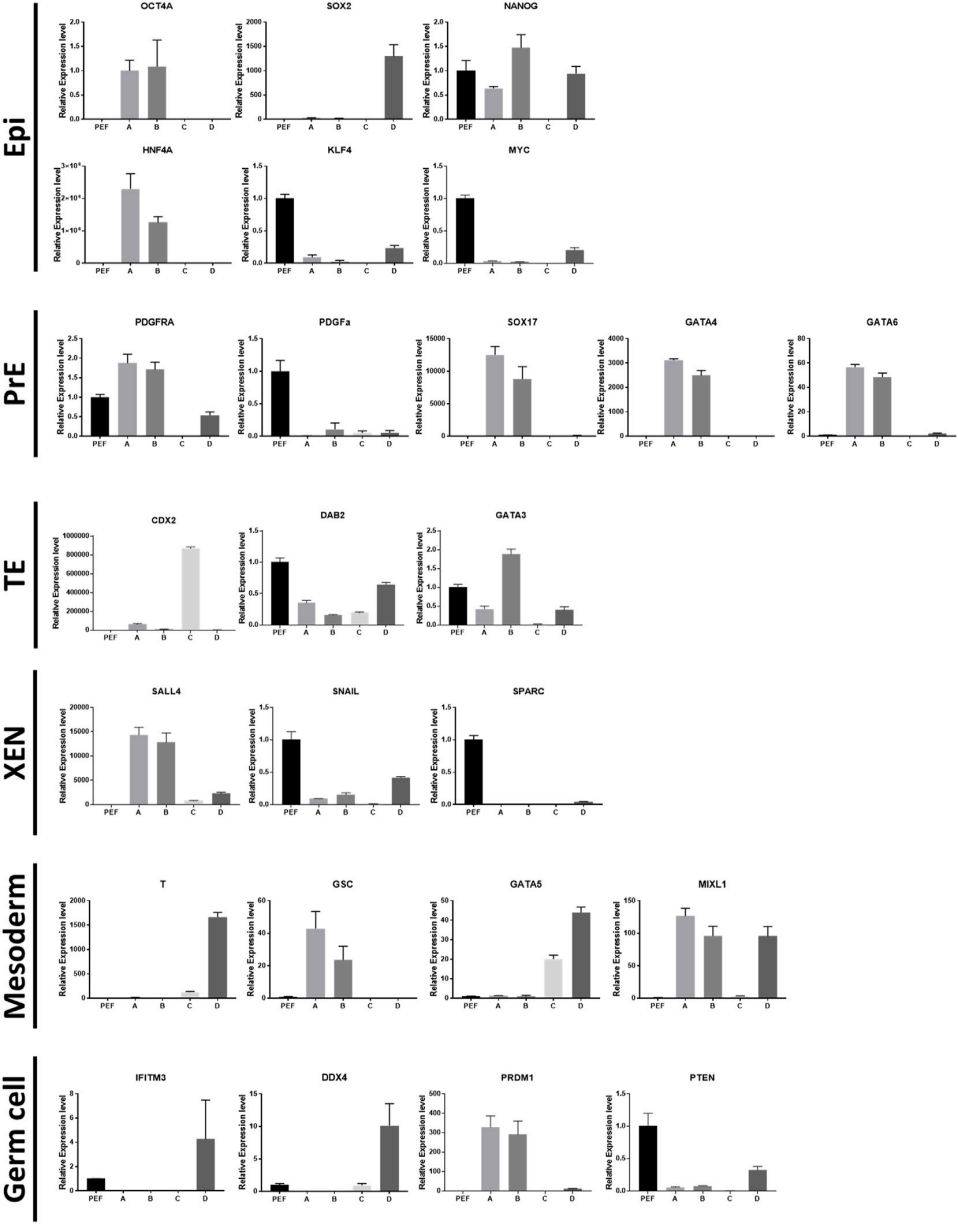
Relative expression levels of lineage marker genes. Epiblast: OCT4A, SOX2, NANOG, HNF4A, KLF4, MYC. Primitive endoderm: PDGFRA, PDGFA, SOX17, GATA4, GATA6. Trophectoderm: CDX2, DAB2, GATA3. Extraembryonic endoderm cells: SALL4, SNAI1, SPARC. Mesoderm: T, GSC, GATA5, MIXL1. Germ cells: IFITM3, DDX4, PRDM1, PTEM.

**FIGURE 3:**
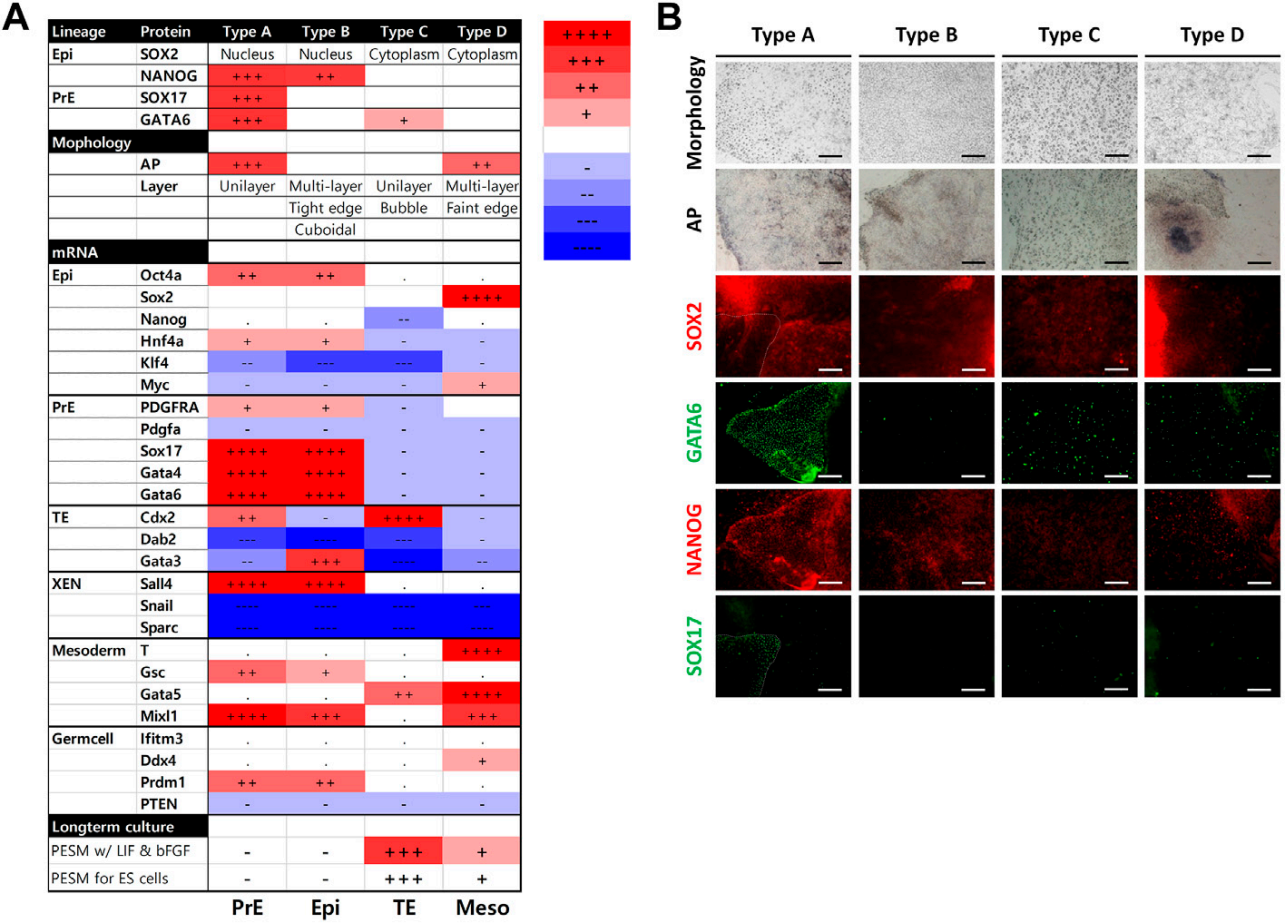
Summary of the results from the four types of cells. **(A)** Summary of characteristics for the cell types. mRNA levels were determined using porcine embryonic fibroblasts as a control. The number of + or − represents the level of statistical significance. (+ or −, *p* < 0.05; ++ or −, *p* < 0.01; +++ or −, *p* < 0.001; ++++ or−, *p* < 0.0001) **(B)** Summary of bright-field and immunocytochemistry images. Images were collected from Figure 1.

### Treatment of colonies with signaling inhibitors

The inhibitors we used were powerful, therefore some cell types were not detected after the culture period (Figure 4A). The four types were observed following TGFβ inhibitor treatment. However, AG1296 suppressed the development of cell type D, and only type C cells survived MEK inhibitor treatment. We selected five marker genes (Sox17, Gata4, Gata6, T, and Cdx2) from the above experiment (Figure 4B). In type A cells, PrE markers were greatly reduced by a TGFβ inhibitor, and these markers were decreased in type B cells by AG1296. The TE marker Cdx2 in type C cells was downregulated by all three inhibitors; in particular, the MEK inhibitor strongly suppressed Cdx2. The mesoderm marker T was repressed in type D cells by a MEK inhibitor. Next, the cells were immunostained with the antibodies listed in Figure 5. No difference was detected in the pattern of SOX2 following inhibitor treatment, but the SOX17 signal was not observed under all conditions. In the case of GATA6 and NANOG, AG1296 and MEK inhibitors did not affect the pattern of protein expression. Under TGFβ inhibitor treatment, the nucleus-specific positive signals of GATA6 and NANOG in type A cells disappeared, and NANOG was translocated to the cytoplasm in type B cells. Additionally, type C cells were not positive for either protein.

**FIGURE 4:**
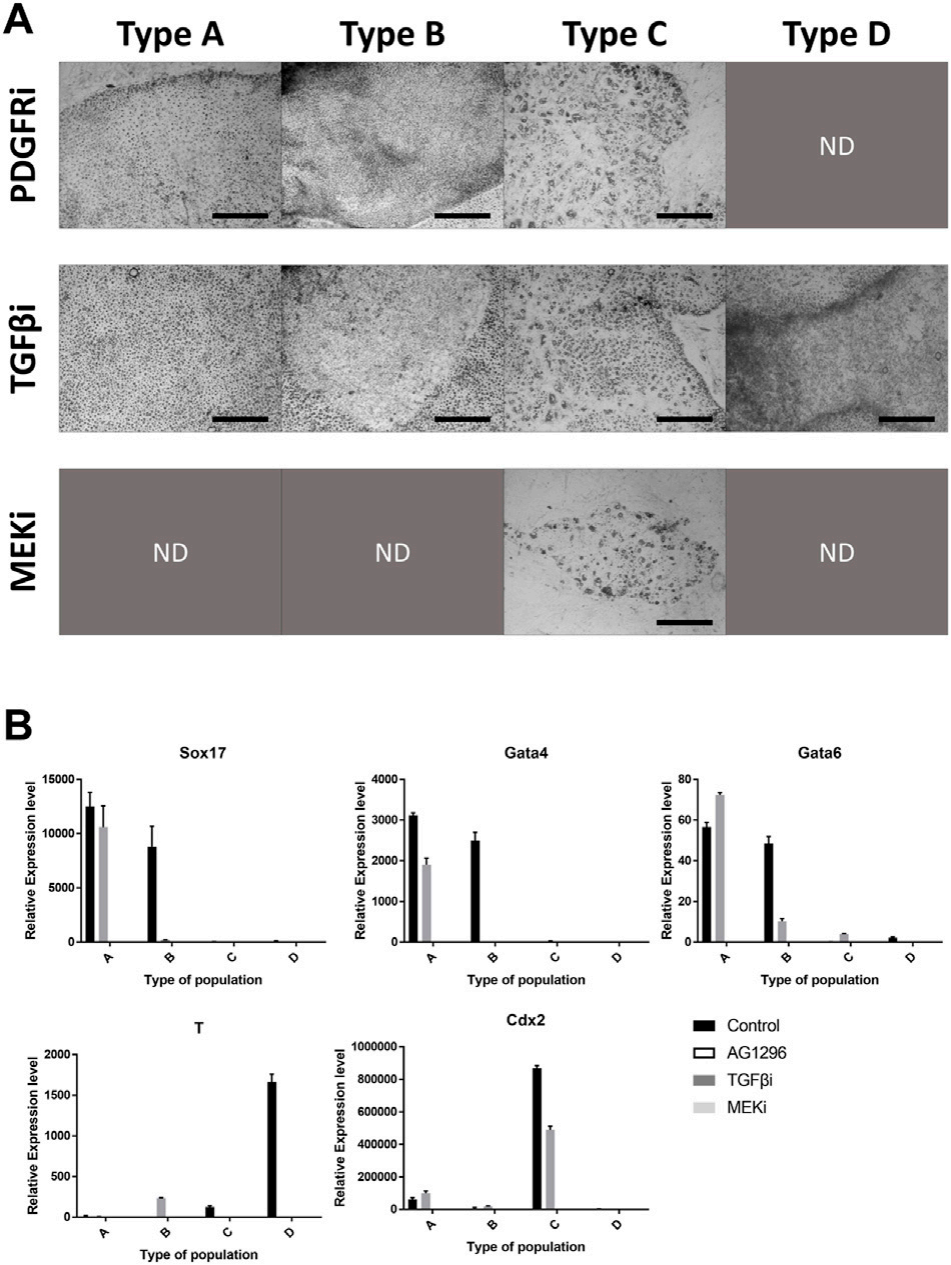
Effects of signaling inhibitors on the four types of cells. **(A)** Morphology of each cell type with inhibitor-treated cell types. Images were collected from Figure 5. **(B)** Expression patterns of marker genes in cell types with inhibitor treatment. All scale bars are 100 μm. Different letters show significant differences among samples. (PDGFRi, platelet-derived growth factor receptor inhibitor; TGFβi, transforming growth factor β inhibitor; MEKi, mitogen-activated protein kinase inhibitor; ND, not detected).

**FIGURE 5:**
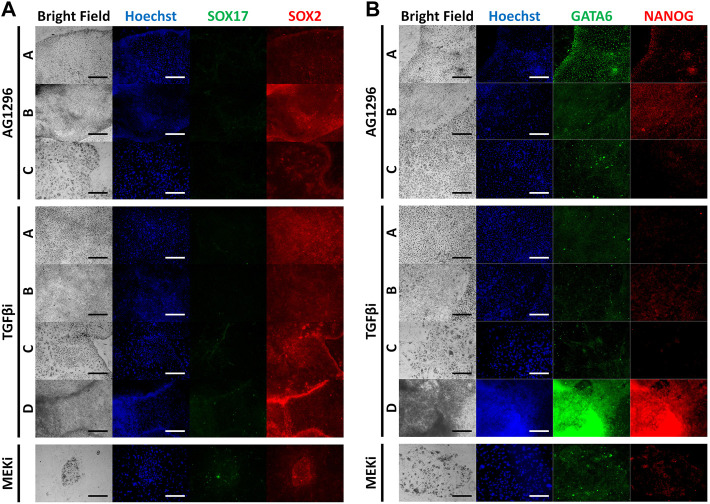
Immunocytochemistry images of inhibitor-treated cell types for marker proteins. **(A)** Immunocytochemistry staining of SOX17 and SOX2 with inhibitor-treated cell types. **(B)** Immunocytochemistry staining of GATA6 and NANOG with inhibitor-treated cell types. (TGFβi, transforming growth factor β inhibitor; MEKi, mitogen-activated protein kinase inhibitor).

### RNA sequencing of the four cell types

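RNA was purified from cell types A, B, C and D, with 3 samples of each type, and the libraries were made with a SMART-Seq low-input kit and sequenced on an Illumina NovaSeq. The 12 libraries are named A, A1, A2, B, B1, B2, C, C1, C2, D, D1 and D2 by the paper, and the first letter gives the cell type. The authors trimmed the reads, aligned them to the pig genome with STAR and deposited a read count, an RPKM and a TPM for each of 31908 genes. The sample records name the build Sscrofa10.2, whereas the gene positions in the deposited table are those of Sscrofa11.1, and positions given here are on the latter. The paper's Table S1 lists 37813938 to 66775832 reads per sample. The values below use the deposited counts, whose totals were 3518114 to 7812450 in type A (median 7246152) and 1976317 to 5060544 in type B (median 4923446). In type C they were 840179 to 7738514 (median 4565050), and in type D 5474975 to 6900403 (median 6339298). Levels are the deposited RPKM, as the mean ± SD of the 3 samples of a type.
Each cell type was compared with the other 3 types by the quasi-likelihood test of edgeR on the counts. Types A and B, B and D, and A and D were also compared with each other in the same model of all 12 samples. The edgeR filter on low counts kept 14586 genes, and the counts were normalized by TMM. The log2 fold change of a type is taken against the mean of the log2 levels of the other 3 types. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and 0.05 was the threshold. On simulated counts with the spread of these samples, the comparison of type A with the other types recovered 36% of genes that differed 4-fold and 90% of genes that differed 16-fold. The changed genes were drawn from those of higher mean level, so recovery of genes at low counts was not measured. The paper describes triplicates and its text does not say whether the 3 samples of a type came from separate cultures, so the errors and p-values measure the spread between these samples.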

A summary of the RNA sequencing is given in Supplementary Table S1. Raw data were aligned with reference genome information of pigs (Supplementary Table S2). 

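Type D libraries had mapped rates of 82.94% to 92.84% in the paper's Table S2, and type C libraries of 26.04% to 69.89%. The paper's rates were 65.02% to 86.56% in type A and 73.22% to 89.52% in type B. Protein-coding genes took 97.4% to 98.7% of the deposited counts in each library except library B, where they took 94.1%. The genes listed on the mitochondrial genome took 3.48% of the counts in library B and 2.99% in library D. In the other libraries they took 0.635% to 1.68%. COX1, a subunit of cytochrome c oxidase, was the mitochondrial gene that differed between types. It was higher in type C, with a log2 fold change of 1.91 (standard error 0.44, adjusted p = 0.006), and lower in type A, with -2.06 (standard error 0.55, adjusted p = 0.0343). Its levels were 348 ± 40.5 RPKM in type A and 2734 ± 719.9 RPKM in type C (SD, n = 3). Reads that span a splice junction made up 3.79% of raw reads in library C and 7.3% in library B in the paper's Table S2. The other libraries were at 16.71% to 30.86%. Since this rate is taken over raw reads, it also falls with the mapped rate, which was 26.04% in library C and 73.22% in library B.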

Mapped reads were categorized by the value of reads per kilobase per million (RPKM) (Supplementary Table S3). 

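Type A cells expressed the apolipoprotein gene APOA1 at 25150 ± 9956 RPKM (SD, n = 3), against 573 ± 239.9 RPKM in type D. KRT8, a keratin of simple epithelia, was at 15760 ± 5509 RPKM in type A and 816 ± 1129 RPKM in type D. In type C, the calcium-binding protein gene S100A6 was at 8668 ± 2080 RPKM and the placenta-expressed gene PLET1 at 5738 ± 3068 RPKM. In type D, the retinoic acid-binding protein gene CRABP1 was at 9853 ± 4965 RPKM. Genes at 1000 RPKM or more numbered 35 in library B1 and 102 in library D, with a mean of 54.8 per sample. Genes at 100 RPKM or more ranged from 791 to 1246, and genes at 10 RPKM or more from 5288 to 6976. At 0.3 RPKM or more, 12072 genes were found in library C and 19864 in library B, with a mean of 14602. In TPM, the unit that sums to the same total in each sample, the means were 112.8 genes at 1000 or more and 1736 genes at 100 or more.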

We found up- or down-regulated genes in each cell type (Table 5). 

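SERPINA1 (ENSSSCG00000002476), an antiprotease of plasma, was at 638 ± 358 RPKM in type A (SD, n = 3) and 13.3 RPKM in type B, the next highest, a log2 fold change of 10.09 (standard error 1.21, adjusted p = 6.3e-04). The deiodinase gene DIO1 had a log2 fold change of 8.35 (standard error 0.96, adjusted p = 4.3e-04). The ligand WNT7B was lower in type A, at 0.16 ± 0.114 RPKM against 48.9 ± 51.7 RPKM in type B, a log2 fold change of -5.34 (standard error 0.99, adjusted p = 0.00489). In type B, LPCAT1, an enzyme of phospholipid synthesis, was at 10.3 ± 1.41 RPKM, a log2 fold change of 2.37 (standard error 0.48, adjusted p = 0.0157), and its call was lost with limma on RPKM and with a fold threshold of log2 1. The fatty acid oxidation genes DECR1 and ACADM were lower in type B, with log2 fold changes of -2.07 (standard error 0.41, adjusted p = 0.0145) and -1.84 (standard error 0.42, adjusted p = 0.0252). Both calls were lost with a fold threshold of log2 1, where 0 genes were lower in type B. Limma on log2(RPKM + 1) called 4 genes lower in type B in all. In type C, the receptor gene HAVCR1 was at 762 ± 609.5 RPKM and at most 2.59 RPKM on average in the other types, a log2 fold change of 10.23 (standard error 0.94, adjusted p = 2.5e-05). The peptide transporter SLC15A2 had a log2 fold change of 8.00 (standard error 0.64, adjusted p = 1.5e-05) in type C. PIMREG and NKAIN4 had no counts in the 3 type C samples and were at 111 ± 15.4 and 94.2 ± 13.7 RPKM in type D. In type D, STMN2, a regulator of microtubules in neurons, was at 152 ± 55.4 RPKM, a log2 fold change of 7.74 (standard error 0.75, adjusted p = 2.9e-04). The Wnt agonist RSPO3 had a log2 fold change of 6.86 (standard error 0.63, adjusted p = 2.9e-04), and the sodium channel subunit SCNN1B fell by 8.04 on the log2 scale (adjusted p = 5.2e-04) in type D. 
Of the 14586 genes tested, 914 were higher and 330 lower in type A, and 796 were higher and 33 lower in type B. In type C, 2120 were higher and 2409 lower, and in type D, 1602 were higher and 853 lower. The balance turned in type A with DESeq2, at 997 higher and 1200 lower. In type C it turned with no filter on low counts (2114 higher and 1949 lower), without libraries B and C, and without library C, C1, C2, D1 or D2. The 1244 genes of type A became 691, 667 and 506 without library A, A1 and A2, and 2197 in all with DESeq2. The 829 genes of type B became 328, 360, 400, 461, 518 and 524 without library B2, D2, C1, A, A1 and C2, 39 with limma on log2(RPKM + 1) and 359 with a replicate block. They rose to 1519 with DESeq2 and to 2033 with no filter on low counts. The 4529 genes of type C became 2488 and 2803 without library C1 and C2, and the 2455 of type D became 989 and 1538 without library D2 and D. Without libraries B and D1, a setting chosen after seeing the data, 1881 genes differed in type A, 2270 in type B and 4435 in type D.
Of the genes that the paper's Table 5 lists as upregulated, 10 of 13 were higher in type A, 5 of 9 in type B, 20 of 25 in type C and 11 of 23 in type D. Adjusted over the list alone, these were 12, 6, 25 and 15. Of those listed as downregulated, 6 of 9 were lower in type C and 1 of 2, KRT8, in type D, or 7 and 2 adjusted over the list alone. The lists as wholes had adjusted p = 0.188 to 0.564 with an estimated correlation, and they were chosen by the study on these samples, so their counts are not independent evidence of direction. The type B count became 1 without library A, A2, C1, D1 or D2, 2 without library B and 3 without library A1 or C. The unnamed genes ENSSSCG00000032599, ENSSSCG00000034846 and ENSSSCG00000041875 of that list were higher in type B (log2 fold changes of 4.50, 4.70 and 4.17), and without library B they were lower in type B, at -0.94, -0.97 and -0.88 (not past the threshold). The type C downregulated count became 3 without library C or C1, and the type D upregulated count became 7 without library D and 5 without library D2.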

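The mesoderm markers GSC, GATA5 and MIXL1 were highest in type A cells, at 14.4 ± 2.9, 11 ± 3.34 and 10.4 ± 6.91 RPKM (SD, n = 3). GSC, a transcription factor of the organizer, had no counts in type B and was at 0.23 RPKM in type C and 0.477 RPKM in type D. TBXT, the Brachyury gene, had 1 count in type B and 3 counts in type D over all samples and none in types A and C. The germ cell marker IFITM3 was at 378 ± 178 RPKM in type D, with a log2 fold change of 2.40 (standard error 0.56, adjusted p = 0.0125), and its call was lost without library D2. PRDM1, a repressor in germ cell and endoderm development, was at 22.4 ± 8.9 RPKM in type A, a log2 fold change of 4.08 (standard error 0.61, adjusted p = 0.00146). The XEN marker SNAI1 was at 5.24 ± 1.44 RPKM in type C and 30.6 ± 8.97 RPKM in type D, and its type C log2 fold change of -2.17 (standard error 0.54, adjusted p = 0.00859) was not past the threshold without library C1. Among the measured members of the paper's lists, both tested mesoderm markers were higher in type A, with adjusted p = 0.146 with an estimated correlation. In type D, 1 of 3 germ cell markers was higher and 1 lower. Of the 2 XEN markers, 1 was lower in type C. 
Of 25 markers in the paper's tables, 23 were identified in the deposited table, and SOX2 and SALL4 were not. An exact permutation test of the levels over all ways to part the 12 samples into 4 groups of 3 gave an adjusted p under the threshold for 14 of 23, with 6.5e-05 as the smallest p it can give. These were GATA4, GATA5, GATA6, GSC, HNF4A, MIXL1, PRDM1 and SOX17, with peaks in type A, DAB2, GATA3 and MYC, with peaks in type C, and IFITM3, DDX4 and SNAI1, with peaks in type D. DDX4 was near the floor, at 0.39 ± 0.252 RPKM in type D and 0.24 ± 0.0964 in type B, with too few counts for edgeR. The peak of SNAI1 moved to type A with TMM-normalized CPM and without library A1, D or D2, and IFITM3 and DDX4 did not pass with TMM-normalized CPM. The count became 8 without library A1, and 9 without library A, A2, C1, D or D2. The edgeR test of any difference between types passed for 12 of the 20 markers with enough counts, and for 12 adjusted over the list alone.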

Only triplicates were used for each type, so no significant differences were detected in the lineage marker results. However, to show any tendencies of the marker genes, relative RPKMs were visualized (Figure 6A). 

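The peaks of the 23 markers fell in type A for 11, in type C for 5, in type D for 5 and in type B for 2, PDGFA and KLF4. KLF4 in type B was held by library B (9.61 RPKM, with 0.19 in B1 and 0 in B2), and its peak was in type C without library B, by TMM-normalized CPM and by medians. Relative to the type A mean, SOX17 reached 0.0766 in type B, and GATA4 0.0604 in type B and 0.0481 in type C. Library B held most of the type B values. SOX17 was at 22.1 RPKM in library B, 0.05 in B1 and 3.33 in B2, and GATA4 at 16.2, 0 and 2.14. GATA6, a transcription factor of primitive endoderm, reached 0.175 in type B, 0.0587 in type C and 0.00543 in type D. MYC was at 0.156 of its type C mean in type A, 0.22 in type B and 0.269 in type D. SPARC, a matrix protein of parietal endoderm, peaked in type D at 816 ± 254 RPKM (SD, n = 3), and in type C it was at 236 ± 377 RPKM. In type C, library C was at 671 RPKM, C1 at 6.61 and C2 at 30.0. 

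**Figure D1:**
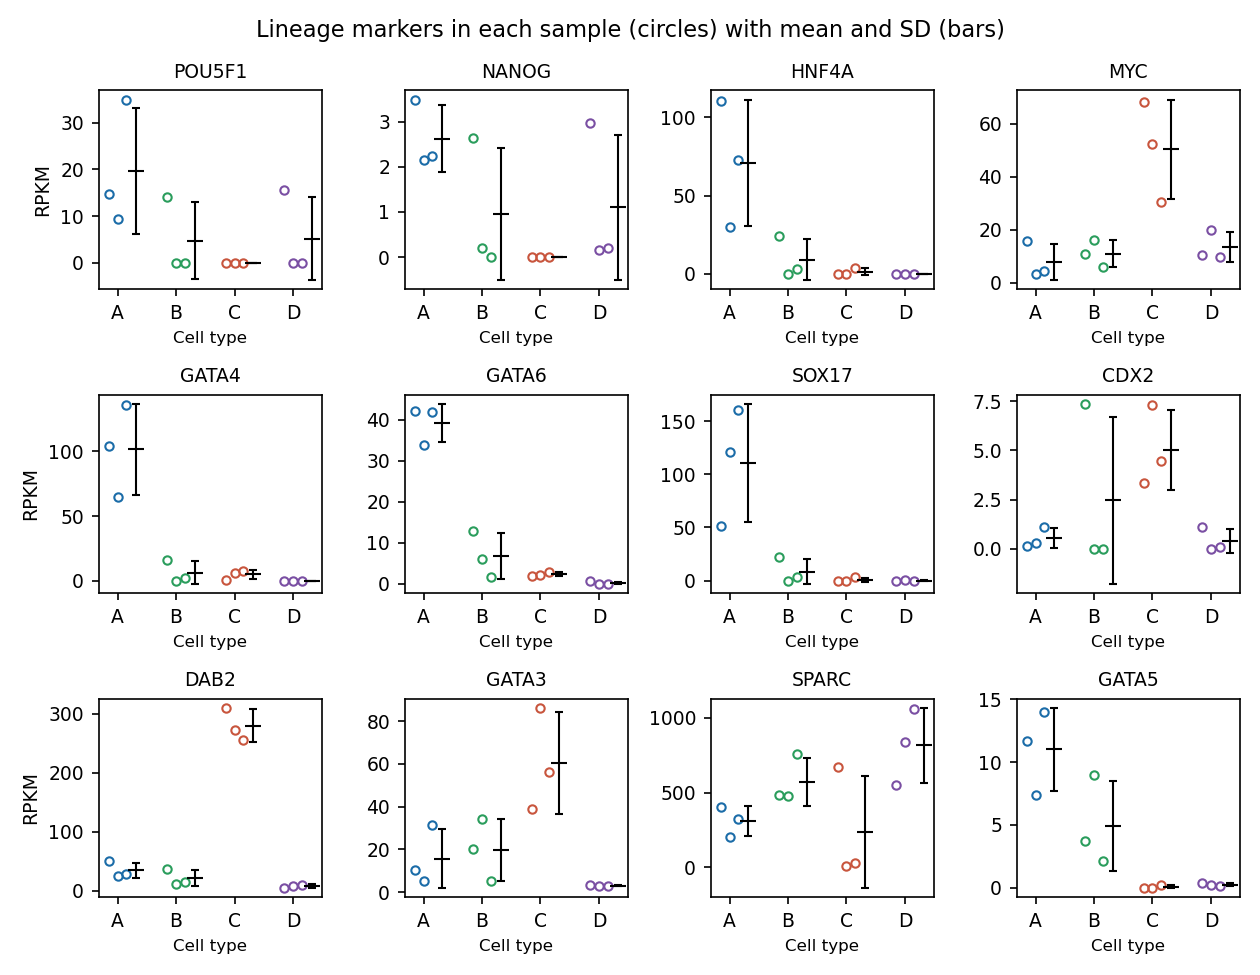
Levels of 12 lineage markers in RPKM (y axis) in each sample of cell types A to D (x axis). Circles are samples, and the bars give the mean and SD of the 3 samples of a type. HNF4A, GATA4, GATA6 and SOX17 are higher in every type A sample than in any other sample.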

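The epiblast markers POU5F1, which encodes OCT4, and NANOG peaked in type A at 19.7 ± 13.6 and 2.63 ± 0.75 RPKM (SD, n = 3). POU5F1 lies on chromosome 7, 23564659 to 23570600. It was also found in library B at 14.2 RPKM and in library D at 15.5 RPKM, while libraries B1, B2, D1 and D2 and all type C libraries had no counts, and its differences between types did not pass the exact permutation test (p = 0.114). HNF4A, a transcription factor of endoderm and liver, was at 70.9 ± 40.3 RPKM in type A and 9.08 ± 13.2 RPKM in type B, a log2 fold change of 7.03 (standard error 1.34, adjusted p = 0.00713) for type A. Library B held most of its type B level, at 24.25 RPKM, with 0 in B1 and 3.0 in B2. MYC, the other epiblast marker past the threshold, was highest in type C at 50.3 ± 18.9 RPKM, a log2 fold change of 2.55 (standard error 0.46, adjusted p = 0.00132). In all, HNF4A of the paper's 5 measured epiblast markers was higher in type A, and 3 were higher there without library B or without library D. The list as a whole had adjusted p = 0.802 with an estimated correlation.
Among the trophectoderm markers, DAB2, an endocytic adaptor, was at 280.1 ± 27.9 RPKM in type C and 34.8 ± 13 RPKM in type A, a log2 fold change of 4.08 (standard error 0.38, adjusted p = 2.0e-05). GATA3, a transcription factor of trophoblast, was at 60.5 ± 23.9 RPKM in type C, a log2 fold change of 2.87 (standard error 0.53, adjusted p = 0.00161). CDX2, on chromosome 11, 5339716 to 5346057, was at 5.03 ± 2.03 RPKM in type C, 0.53 ± 0.509 in type A, 2.46 ± 4.26 in type B and 0.403 ± 0.606 in type D. The type B value of CDX2 came from library B alone, at 7.38 RPKM, and its adjusted p in type C was 0.0924. Of the paper's 3 trophectoderm markers, 2 were higher in type C (3 adjusted over the list alone), with adjusted p = 0.266 with an estimated correlation. 
Of 39 measured genes of primitive and visceral endoderm, 27 were higher in type A and the other 12 did not pass the test, or 30 were higher and 3 lower adjusted over the list alone, with adjusted p = 0.146 with an estimated correlation. FGB, a chain of fibrinogen, was at 149.7 ± 36.5 RPKM in type A, a log2 fold change of 6.33 (standard error 0.54, adjusted p = 6.8e-05). HHEX, a homeobox gene of the anterior visceral endoderm, had a log2 fold change of 6.11 (standard error 0.60, adjusted p = 1.5e-04). CER1, an antagonist of NODAL secreted by the same tissue, had a log2 fold change of 6.93 (standard error 0.84, adjusted p = 4.7e-04). In type D, 20 of the 39 genes were lower and RSPO3 was higher, with adjusted p = 0.428 with an estimated correlation. The 20 became 13 without library A2, 9 without C2, 8 without D, 12 without D1 and 6 without D2.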

Of the epiblast markers, Oct4, Nanog, and Hnf4a showed peaks in cell type A. All the PrE markers had the highest value in cell type A. The TE markers Cdx2, Dab2, and Gata3 showed peaks in cell type C. Correlations among the 12 samples were analyzed by multidimensional scaling (Figure 6B). 

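On average, the distance between samples was shorter within cell types than between them, over the log2(RPKM + 1) of 13788 genes expressed in at least 3 samples. The mean Euclidean distance was 120.5 within types and 183.1 between types. This difference passed an exact permutation test over all partitions of the samples (one-sided p = 0.000325). The 3 type A samples lay 92.6 ± 12.5 apart (SD over 3 pairs), the type C samples 106.9 ± 35.4, the type D samples 129.9 ± 30.9 and the type B samples 152.7 ± 39.9. The distance within type B was no shorter than that between type B and type D samples, 149.0 ± 35.0 (SD over 9 pairs). The nearest sample was of the same type for 9 of 12 samples, and for the other 3, B, B2 and D1, it was of another type. Libraries B2 and D1 were each other's nearest sample, at a distance of 77.4. Without libraries B and D1, a setting chosen after seeing the data, the nearest sample was of the same type for 10 of 10. The first and second axes of multidimensional scaling held 40.7% and 20.4% of the variance of the distances.

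**Figure D2:**
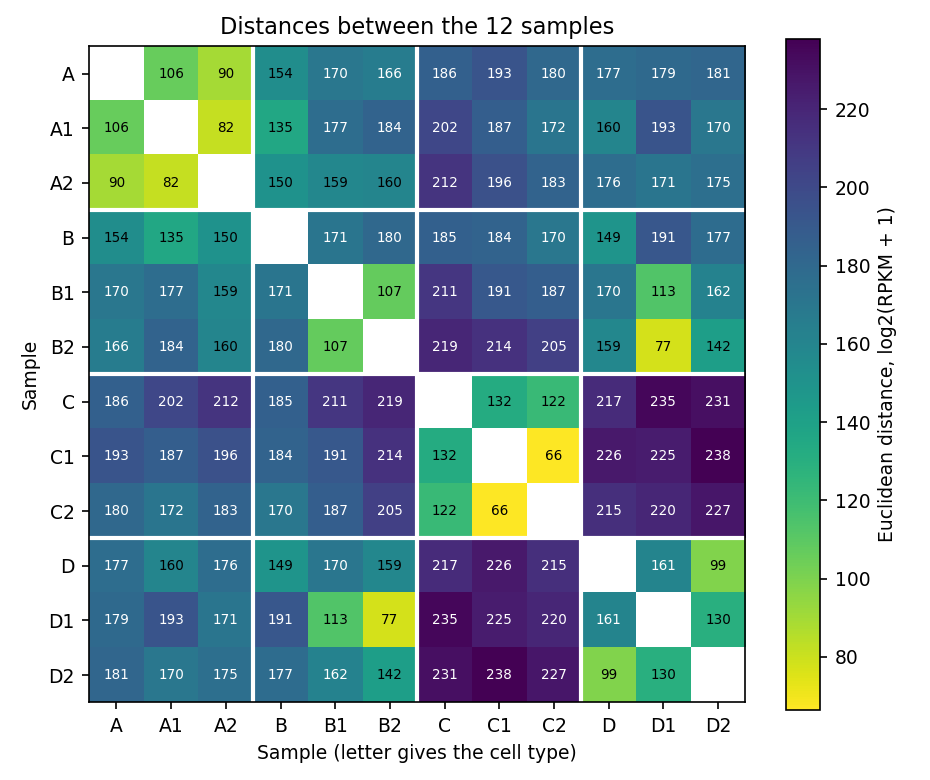
Euclidean distance on log2(RPKM + 1) between each pair of the 12 samples, named on both axes, with the distance given as color and as a whole number. White lines part the 4 cell types, and B2 and D1 are 77 apart.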

Samples were gathered according to their types. This result means that each type showed a distinct pattern of RNA expression. 

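Of 25 measured genes of neural ectoderm, 19 were higher in type D and 14 in type B, and 17 were lower in type C. Adjusted over the list alone, these were 20, 20 and 19, with 1 gene the other way in each type. FABP7, a fatty acid-binding protein of neural progenitors, was at 31.2 ± 22.9 RPKM in type D (SD, n = 3), a log2 fold change of 6.12 (standard error 0.64, adjusted p = 2.9e-04). TUBB3, the tubulin of neurons, had a log2 fold change of 6.67 (standard error 0.84, adjusted p = 5.0e-04) in type D. The log2 fold change of CRABP1 was 5.16 (standard error 0.80, adjusted p = 0.00675) in type B and 7.80 (standard error 0.86, adjusted p = 3.1e-04) in type D. As a whole the list had adjusted p = 0.188 in type D, 0.354 in type B and 0.412 in type C with an estimated correlation. Relative to the mean of the 9 libraries outside type D, its genes had a median log2 ratio of 1.35 in library B1, 2.83 in B2 and 0.203 in B. The type B count became 9 without library A or C1, 8 without library D2 and 7 without library B2.
Of 23 measured genes of epithelial junctions and keratins, 13 were higher in type C (16 adjusted over the list alone) and 17 were lower in type D (22 adjusted over the list alone). The cadherin gene CDH1 was at 598 ± 231 RPKM in type C and 6.44 ± 3.92 RPKM in type D. Its log2 fold change was 3.81 (standard error 0.50, adjusted p = 2.1e-04) in type C and -5.30 (standard error 0.78, adjusted p = 0.00114) in type D. ESRP2, a splicing factor of epithelia, fell by 5.55 on the log2 scale in type D (adjusted p = 9.7e-04). The list had adjusted p = 0.428 in type C and 0.266 in type D with an estimated correlation, and the type D count became 11 without library D2. Of 22 measured lysosome and cathepsin genes, 14 were higher and 1 lower in type C, and 14 were higher adjusted over the list alone, with adjusted p = 0.354 with an estimated correlation. The lysosomal proteases LGMN and CTSD were at 1694 ± 783 and 3988 ± 2789 RPKM in type C, with log2 fold changes of 4.43 (standard error 0.48, adjusted p = 5.5e-05) and 4.12 (standard error 0.54, adjusted p = 2.0e-04). In type D, 7 of the 22 were lower (8 adjusted over the list alone), with adjusted p = 0.428 with an estimated correlation, and 2 were lower without library D. Without library D2, edgeR called no lysosome gene in type D. 
Of 29 measured cell cycle genes, 17 were lower in type C (19 adjusted over the list alone), with adjusted p = 0.271 with an estimated correlation. RRM2, a subunit of ribonucleotide reductase, was at 16.1 ± 2.72 RPKM in type C, a log2 fold change of -2.94 (standard error 0.36, adjusted p = 1.2e-04). In type D, 9 of the 29 were higher (11 adjusted over the list alone; adjusted p = 0.486 with an estimated correlation), and 2 were higher without library D2. AURKB, a kinase of mitosis, had a log2 fold change of 2.17 (standard error 0.39, adjusted p = 0.00363) in type D. Of 16 measured imprinted genes, 9 were lower and 2 higher in type C, and 9 were higher and 1 lower in type D, with adjusted p = 0.266 and 0.146 with an estimated correlation. The growth inhibitor CDKN1C fell by 5.69 (adjusted p = 4.7e-05) and the growth factor IGF2 by 5.88 (adjusted p = 3.6e-04) on the log2 scale in type C. MEST was higher there, at 3345 ± 706 RPKM, a log2 fold change of 4.74 (standard error 0.57, adjusted p = 1.0e-04). SGCE was at 53.4 ± 22.3 RPKM in type D, a log2 fold change of 2.53 (standard error 0.41, adjusted p = 0.00191). Of 19 measured genes of surface ectoderm and amnion, 8 were higher and 3 lower in type C, the same numbers adjusted over the list alone, with adjusted p = 0.355 with an estimated correlation. HEY1, a target of Notch signaling, was at 55.3 ± 11.7 RPKM in type C, a log2 fold change of 5.38 (standard error 0.45, adjusted p = 1.5e-05). 
Of 11 measured regulators of the epithelial-mesenchymal transition, 4 were lower in type C, among them CDH2 with a log2 fold change of -5.35 (standard error 0.94, adjusted p = 0.00119), and the list had adjusted p = 0.526 with an estimated correlation. The 4 became 7 without library C and 2 without library C1. Of 18 measured genes of stress and dissociation, 8 were higher in type C, with adjusted p = 0.516 with an estimated correlation, and 4 without library C1 or C2. The immediate early gene FOS was at 75.2 ± 21.1 RPKM in type C. Library C had the lowest mapped rate of all libraries, and the counts of the neural, junction, lysosome and cell cycle lists in type C moved by less than 1.5 times without it.

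**Figure D3:**
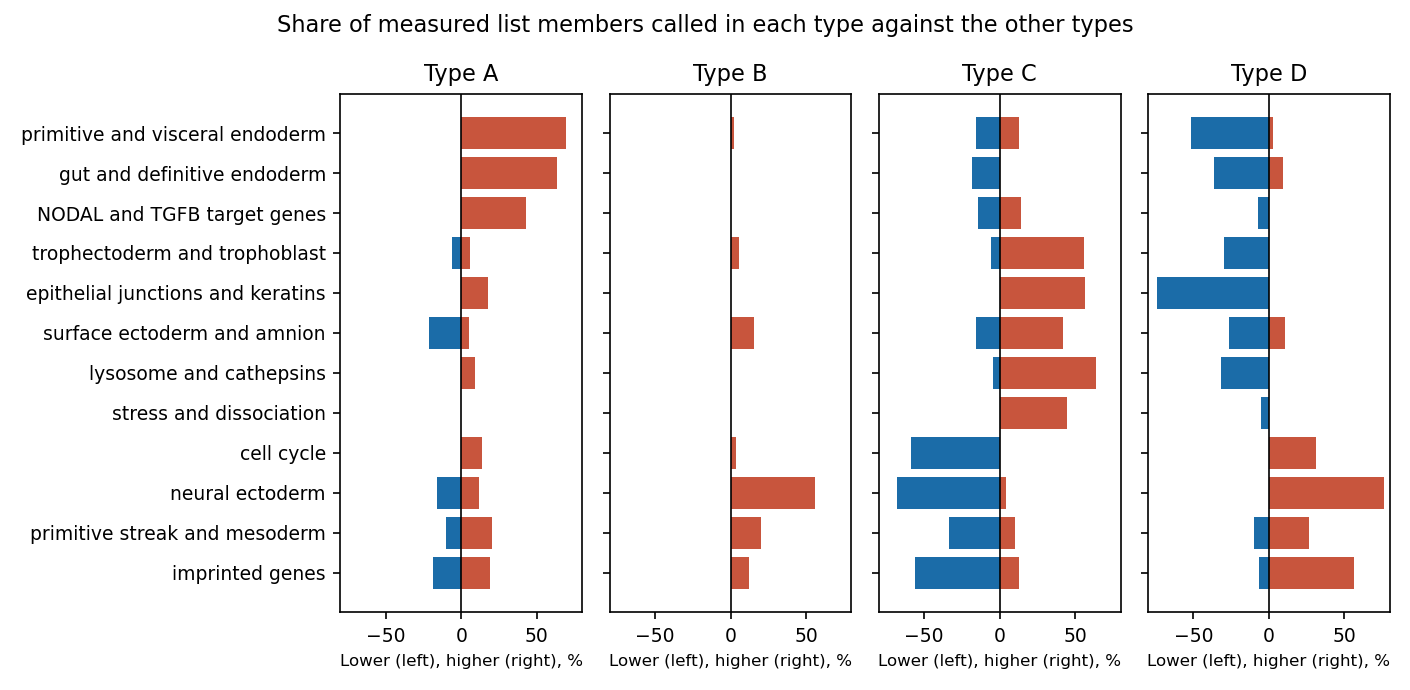
Percent of the measured genes of 12 lists that were higher (bars to the right) or lower (bars to the left) in each cell type than in the other types at an adjusted p under 0.05. The neural ectoderm list has 19 of 25 genes higher in type D.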

We also compared 12 samples with RNA sequencing data of previous studies (Figure 6C). In the comparison with porcine embryonic stem cells and somatic cells, the 12 samples showed a closer correlation with embryonic stem cells than somatic cells. Next, the 12 samples were compared with single-cell RNA-seq samples of porcine and human embryos (Figures 6D,E, respectively). In this analysis, no correlation was found between our samples and the single-cell RNA-seq data.

**TABLE 5:** List of type-specific up- or down-regulated genes from the four cell types.

Sample	Upregulated genes	Downregulated genes
Type A	KRT8, APOE, RBP4, TF, FETUB, GPC3, CLDN6, P3H1, MDH1, APOA1, GSN, ISYNA1, CKB	
Type B	CXCL14, COX3, S100A6, CRABP1, APOA1, ENSSSCG00000032599, ENSSSCG00000034846, ENSSSCG00000041596, ENSSSCG00000041875	
Type C	LGMN, S100A6, TACSTD2, ANXA2, B2M, CLDN4, CST6, PTGS2, MEST, ENSSSCG00000017061, GRN, COX1, CD9, MT1A, ENSSSCG00000024911, PLBD1, CSTB, TIMP3, PLET1, ENSSSCG00000035724, ENSSSCG00000037567, KRT7, HSPB1, CTSD, ENSSSCG00000048235	TMSB10, MDK, PRDX2, ENSSSCG00000014540, UBB, ENO1, H3-3A, ENSSSCG00000032003, IGFBP2
Type D	CKB, CRABP1, HMGN2, S100A11, TMSB10, H2AFZ, ENSSSCG00000009327, ENSSSCG00000012119, MDK, PRDX2, ENSSSCG00000017202, UBB, COX2, ATP8, COX3, ENO1, H3-3A, STMN1, ENSSSCG00000032599, ENSSSCG00000034846, PTMA, ENSSSCG00000039506, ID3	KRT8, KRT18

**FIGURE 6:**
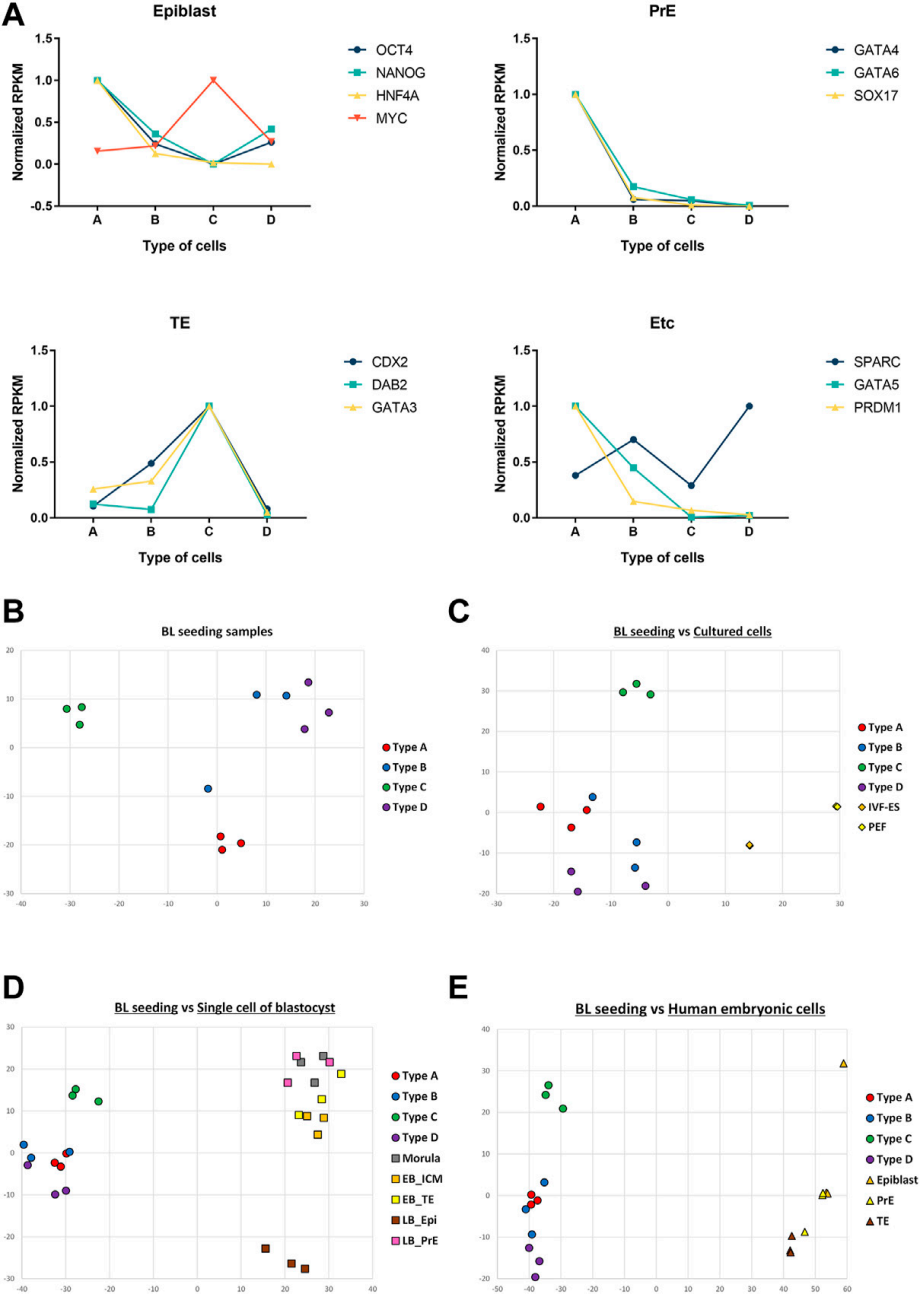
RNA-seq data of the four types of cells and comparison of RNA-seq results. **(A)** Normalized RPKM values of marker genes. Epiblast: OCT4, NANOG, HNF4A, MYC. Primitive endoderm: GATA4, GATA6, SOX17. Trophectoderm: CDX2, DAB2, GATA3. XEN; SPARC. Mesoderm: GATA5, Germ cell: PRDM1. Multidimensional scaling of samples. **(B)** Multidimensional scaling of 12 samples from the four cell types. **(C)** Comparison of 12 samples with cultured porcine cells. **(D)** Comparison of 12 samples with single-cell RNA-seq results from porcine embryos. **(E)** Comparison of 12 samples with single-cell RNA-seq results from human embryos. (BL, blastocysts; IVF-ES, embryonic stem cells established from *in vitro* fertilized embryos; PEF, porcine embryonic fibroblasts; EB, early blastocysts; LB, late blastocysts; ICM, inner cell mass; TE, trophectoderm; Epi, epiblasts; PrE, primitive endoderm).

## Discussion

Unlike previous studies, we tried to produce multiple types of embryonic cells with minimum signaling chemicals. We used both hLIF and bFGF together with the recipe described in our previous report (Choi et al., 2019). We induced four types of cell populations using a single protocol, and their characteristics were analyzed.

From the patterns of marker proteins and profiles of gene expression, we concluded that these four cell types could represent four embryonic lineages of early blastocysts (type A, PrE; type B, epiblast; type C, TE; type D, mesoderm). First, we could easily classify the types based on their morphology. Well-known protein markers of pluripotent cells, SOX2, GATA6, NANOG, and SOX17, showed their availability as standards to distinguish the four types. Additionally, among candidate genes, some genes demonstrated that their expression levels could be used as type-specific markers of gene expression. The nuclei of type A cells were highly positive for the PrE-specific markers SOX17 and GATA6. Also, similar to PrE tissue in embryos, type A cells only grew in a single layer. Type B cells shared many marker patterns with type A cells, including NANOG protein and mRNA expression. One of the major differences between cell types A and B was morphology. Type B cells could grow in multiple layers with cuboidal shapes. In the early stages of embryonic development, only epiblast cells can have many layers between two monolayer cell types, TE and PrE. Additionally, early epiblast cells have an apolar cell shape similar to that of the type B cells (Sheng, 2015). SOX2 is known as a marker of pluripotent cells such as ICM cells and epiblasts (Avilion et al., 2003). However, SOX2 has also been detected in the cytosol of TE and cancer cells (Keramari et al., 2010; Artus et al., 2011). Our results corresponded with those reports. Type C cells showed similar characteristic to TE cells. This type only expanded in the monolayer, and when the density of cells became too high, it detached from the feeder cells to form a bubble-like structure. The strong mesoderm marker T was only expressed in type D cells among the four cell types, and these cells were AP-positive (Herrmann et al., 1990). Therefore, type D cells were assumed to be a mesoderm lineage.

AG1296, an inhibitor of the PDGF receptor, repressed the induction of type D cells during the culture period. Type A cells maintained GATA6-positivity but lost SOX17 intensity. TGFβ inhibitors and MEK inhibitors are well-known cytokines that suppress the epiblast lineage in embryos and embryonic stem cells (Vrbsky et al., 2015). The four cell types we cultured can be produced with TGFβ inhibitor. However, type A cells lost the expression of both SOX17 and GATA6. In our results, the MEK inhibitor was a much stronger regulator than TGFβ in porcine embryos. Only type C-like cells could be obtained, while the expression level of Cdx2, a TE marker, was significantly reduced. Therefore, these cells could be suggested as type C, whereas it is hard to conclude them as type C cells. Treatment of AG1296 also resulted in changes in marker gene expression.

Based on the RNA-seq results, comparitive analyses were conducted. Up- or down-regulated genes were selected for each type of cell. 

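Of 23 measured genes of epiblast and pluripotency, 6 were higher and 1 lower in type A (7 and 1 adjusted over the list alone), with adjusted p = 0.447 with an estimated correlation. NODAL, a signal of the epiblast, was at 63.9 ± 26.9 RPKM in type A (SD, n = 3), a log2 fold change of 6.40 (standard error 1.18, adjusted p = 0.00607). LIN28B, an RNA-binding protein of stem cells, was at 20.5 ± 3.3 RPKM in type A, 27.4 ± 12.5 in type B and 21.9 ± 2.92 in type D, and it fell by 7.37 on the log2 scale in type C (adjusted p = 1.5e-05). DPPA5, another pluripotency gene, was highest in type C at 258 ± 85.2 RPKM, a log2 fold change of 6.05 (standard error 0.98, adjusted p = 8.5e-04). In type C 3 of the 23 were higher and 5 lower, and in type D 5 were higher and 2 lower. The type A count of 6 became 10 without library B. 
Of 34 measured genes of trophectoderm and trophoblast, 19 were higher and 2 lower in type C (23 and 2 adjusted over the list alone), with adjusted p = 0.418 with an estimated correlation. GATA2, a transcription factor of trophoblast, was at 92.8 ± 40.5 RPKM in type C, a log2 fold change of 6.62 (standard error 0.87, adjusted p = 2.3e-04). HAND1, which acts in trophoblast and mesoderm, had a log2 fold change of 7.25 (standard error 1.11, adjusted p = 6.6e-04). CYP11A1, the first enzyme of steroid synthesis, had a log2 fold change of 7.23 (standard error 1.29, adjusted p = 0.00167). In type D, 10 of the 34 were lower (15 adjusted over the list alone), with adjusted p = 0.453 with an estimated correlation. DAB2 was at 7.76 ± 3.25 RPKM and GATA3 at 3.06 ± 0.295 RPKM in type D. The 10 became 5 without library D1 and 3 without library D2.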

Epiblast and TE markers showed peaks in epiblast-like type A and TE-like type D cella, respectively. Together with the qPCR and ICC data, type A could be inferred to be an epiblast lineage. Additionally, by the same token, type D cells might represent the TE lineage. However, the RPKM of PrE markers was highest for type A cells. 

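Of the PrE markers, GATA4 was at 101 ± 35.4 RPKM in type A (SD, n = 3), 6.12 ± 8.82 in type B and 4.88 ± 3.68 in type C. GATA6 was at 39.3 ± 4.67 RPKM in type A and 6.86 ± 5.61 in type B, and SOX17 at 111 ± 55.4 and 8.5 ± 11.9 RPKM. Most of the type B level of SOX17 and GATA4 came from library B, at 22.1 and 16.2 RPKM. In library B1 they were at 0.05 and 0 RPKM, and in B2 at 3.33 and 2.14 RPKM. The log2 fold changes of these endoderm transcription factors in type A were 6.78 (standard error 1.09, adjusted p = 0.00277) for GATA4, 4.79 (standard error 0.66, adjusted p = 9.2e-04) for GATA6 and 6.97 (standard error 1.23, adjusted p = 0.0048) for SOX17. GATA4 lies on chromosome 14, 14858159 to 14939941, GATA6 on chromosome 6, 107282847 to 107314634 and SOX17 on chromosome 4, 76852230 to 76857139. The growth factor receptor PDGFRA was at 7.54 ± 4.54 RPKM in type A and 5.65 ± 9.48 in type C, where library C alone was at 16.6 RPKM, and its differences between types did not pass the exact permutation test (p = 0.377), which they passed without library C. Its ligand PDGFA peaked in type B at 35 ± 34 RPKM, of which library B1 held 73.8 RPKM. Among the 5 PrE markers, 3 were higher in type A, with adjusted p = 0.146 with an estimated correlation. In type D, 3 were lower, with adjusted p = 0.266 with an estimated correlation, and 1 without library D2. 
Of 11 measured genes of gut and definitive endoderm, 7 were higher in type A, the same number adjusted over the list alone, with adjusted p = 0.347 with an estimated correlation, and 4 without library A. FOXA2, a transcription factor of endoderm, was at 49.1 ± 11.9 RPKM in type A and had no counts in type D. Of 14 measured targets of NODAL and TGFB signaling, 6 were higher in type A, the same number adjusted over the list alone, with adjusted p = 0.412 with an estimated correlation. The activin antagonist FST had a log2 fold change of 3.44 (standard error 0.50, adjusted p = 0.0013) in type A. From the epiblast markers in RNA-seq, together with RT-qPCR and immunostaining, the paper infers that type A could be of the epiblast lineage, and the discussion also states that type A could represent PrE and type B epiblast.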

In the case of PrE, the RNA-seq data were not consistent with the data above. The correlation of samples was examined, and a two-dimensional plot was produced. The same types of samples were clustered on the plot, but one of the type B samples was located near the type A samples. 

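Library B lay 146.5 on average from the 3 type A samples and 175.6 from the other type B samples, B1 and B2. Its nearest sample was A1, at 135.1. Library D, at 149.1, was nearer to library B than A2 (150.3) and A (154.0), while D2 and D1 were at 177.1 and 191.2. The fetuin gene FETUB had RPKM values of 794 in library B, 0 in B1 and 57.7 in B2, against 5094 ± 2754 in type A (SD, n = 3). HHEX was at 15.7 RPKM in library B, 1.35 in B1 and 5.5 in B2. GATA4 was at 16.2 RPKM in library B and HNF4A at 24.3 RPKM, below each type A sample. Over 266 genes high in type A, the median ratio of library B to the type A mean was 0.354 (quartiles 0.167 to 0.64). The type A libraries themselves were at 0.849 to 1.04, but the genes were picked on them and not on library B. ZIC4, a transcription factor of the neural plate, was at 0.0133 ± 0.0231 RPKM in type A and 72.6 ± 66.3 in type B. Relative to type B, the log2 fold change of ZIC4 in type A was -11.20 (standard error 1.57, adjusted p = 0.0146), and that of the Notch ligand DLL3 was -9.10 (standard error 1.60, adjusted p = 0.0164). CER1 was higher in type A than in type B, with 6.59 (standard error 1.32, adjusted p = 0.0231). In this comparison 176 genes were higher in type A and 400 in type B, or 412 and 1574 with DESeq2 and 330 and 308 with limma on log2(RPKM + 1). The 576 genes became 1350 without library B, and 1, 18, 12, 221, 106 and 330 without library A, A1, A2, B1, B2 and D2.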

Mesoderm-like type D samples localized closer to type B than type A samples. 

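Type D samples lay 149.0 ± 35.0 from type B samples and 176.0 ± 9.05 from type A samples (SD over 9 pairs). The difference of -26.95 gave an exact two-sided permutation p = 0.1, the smallest p that 20 labelings of the type A and B samples allow. It was -13.7 without library D1 and -15.72 without library B2, and p was 0.4 with a Spearman distance or with no filter on low values. WNT1, OLIG3 and TH, which act in the neural tube and its neurons, had no counts in type A, and in types B and D they were at 66.4 ± 62.6 and 47.7 ± 37.6 RPKM for WNT1, 33.1 ± 33.6 and 68 ± 33.4 for OLIG3, and 5.07 ± 2.79 and 16.9 ± 15.5 for TH (SD, n = 3). RESP18, a gene of endocrine and neural cells, was lower in type A than in type D, with a log2 fold change of -10.20 (standard error 1.59, adjusted p = 0.00354). Between types A and D, 747 genes were higher in type A and 707 in type D, and more were higher in type D with RLE, DESeq2 (989 and 1373), limma and no filter on low counts, as well as without library D, without library D2 and without both B and C. The 1454 genes became 663, 686, 609 and 606 without library A, A1, A2 and D2, and 2362 with DESeq2. 
Between types B and D, 4 genes differed with edgeR, TMEM30B, EPAS1, KLF5 and LMO7, all higher in type B. TMEM30B and LMO7 fell outside the rule for named genes and were chosen after their values were seen. EPAS1, a factor of the hypoxia response, was at 10.17 ± 1.72 RPKM in type B and 0.447 ± 0.335 in type D, a log2 fold change of 4.52 (standard error 0.64, adjusted p = 0.044). The epithelial factor KLF5 had a log2 fold change of 3.39 (standard error 0.46, adjusted p = 0.044), TMEM30B of 3.55 and LMO7 of 4.56. At an unadjusted p under 0.05, 1114 genes were higher in type B and 705 in type D, and DESeq2 called 380. The 4 genes became 94 without library B2. No gene was called by edgeR without library A, A1, A2, B, B1, C1, C2 or D2, and 2051 were called without libraries B and D1, a setting chosen after seeing the data. 
Of 30 measured genes of the primitive streak and mesoderm, 8 were higher and 3 lower in type D (10 and 5 adjusted over the list alone), and 6 were higher in type B (8 and 1 lower adjusted over the list alone). In type C, 10 were lower and 3 higher (14 and 3 adjusted over the list alone), and 3 were lower without library C1. MSX1, a homeobox gene of mesoderm and neural crest, was at 109 ± 61.9 RPKM in type D, a log2 fold change of 4.92 (standard error 0.52, adjusted p = 2.9e-04). In type A, 6 were higher and 3 lower (8 and 3 adjusted over the list alone), and 10 were higher without library B. LHX1, a gene of the organizer and intermediate mesoderm, had a log2 fold change of 5.45 (standard error 0.95, adjusted p = 0.00335) in type A. The list had adjusted p = 0.412 with an estimated correlation in type A, and the 6 of type B became 3 without library C1. The 3 lower in type D became 1 without library C1, C2 or D1, and edgeR called none of them without library A, D or D2.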

During embryonic development, mesoderm cells originate from epiblasts, and PrE cells promote the induction of mesoderm formation. The developmental signal from PrE seemed to make mesoderm cells similar to PrE. 

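Type C cells differed from the other types in EPAS1, at 159.7 ± 55 RPKM in type C (SD, n = 3), with a log2 fold change of 5.95 (standard error 0.42, adjusted p = 1.5e-05). The prostaglandin synthase gene PTGS2 was at 1591 ± 219.8 RPKM in type C, a log2 fold change of 7.94 (standard error 1.12, adjusted p = 4.2e-04), and its call was lost with DESeq2. The enzyme gene CTBS, which acts on glycoproteins in the lysosome, was at 159.5 ± 176 RPKM, a log2 fold change of 9.41 (standard error 0.98, adjusted p = 5.3e-05). IGFBP2, which binds insulin-like growth factors, was at 34.8 ± 31 RPKM in type C and 1481 ± 402 RPKM in type D, a log2 fold change of -5.02 (standard error 0.82, adjusted p = 7.6e-04) for type C. NR2F1, a nuclear receptor of neural cells, had no counts in type C and was at 169.6 ± 175 RPKM in type D. Type C samples lay 190.1 ± 12.3 from type A, 196.2 ± 16.7 from type B and 226.1 ± 7.77 from type D samples (SD over 9 pairs). The nearest sample of another type was 170.0 away, and the 3 type C samples were at most 132.3 apart. Library C had the lowest total count and the lowest mapped rate, and it lay 122.0 and 132.3 from C2 and C1, against 66.4 between C1 and C2.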

The locations of TE-like type C samples were separate from the other samples. In the metadata analysis, we found that our samples were more like embryonic stem cells than somatic cells. However, because of the differences of data sources, single-cell RNA-seq data could not be used to characterize the four cell types in our study.

In conclusion, we have proposed a novel method for the induction of PrE, epiblasts, TE, and mesoderm-like cells from blastocysts using a single method. The limitation of suppressor molecules led to the survival of embryonic lineages during attachment culture. With additional inhibitors, some cell types were not observed, and the obtained cell types had transitions in marker proteins and mRNAs. Each cell type showed a unique response to signaling inhibitors. 

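Genes higher than in each of the other 3 types at an adjusted p under 0.05 numbered 98 in type A and 564 in type C, and genes lower than in each of them 40 and 822. DGAT2, an enzyme of triglyceride synthesis, was at 19.6 ± 4.36 RPKM in type A (SD, n = 3) and 2.14 ± 1.45 in type B, a log2 fold change of 4.54 (standard error 0.56, adjusted p = 5.3e-04). HESX1, a homeobox gene of the forebrain and pituitary, was at 66.7 ± 12.8 RPKM in type A and 1.47 ± 0.43 in type B, a log2 fold change of 5.61 (standard error 0.56, adjusted p = 1.6e-04) against the other types. TFCP2L1, a transcription factor of pluripotent cells and kidney, was at 21.4 ± 1.58 RPKM in type C and 1.27 ± 1.63 in type B, a log2 fold change of 5.73 (standard error 0.62, adjusted p = 5.5e-05). TMEM30B, EPAS1, KLF5 and LMO7 were specifically lower in type D, with log2 fold changes of -4.52, -5.84, -4.42 and -5.42, of which TMEM30B and LMO7 were chosen after their values were seen. KLF5 was at 0.903 ± 0.327 RPKM in type D, 11.7 ± 2.57 in type A and 48.3 ± 11 in type C. In type B, no gene was specific with edgeR, 80 were higher and 22 lower at an unadjusted p under 0.05, DESeq2 called 11 higher and 1 lower, and limma on log2(RPKM + 1) none. In type D, no gene was specifically higher with edgeR, 211 were at an unadjusted p under 0.05, DESeq2 called 24 and limma on log2(RPKM + 1) called 1. 
The 138 genes of type A became 1, 16, 9, 49, 30 and 71 without library A, A1, A2, B1, B2 and D2, and 352 without library B. The 1386 genes of type C became 792, 565 and 748 without library A2, C1 and C2. The 4 genes of type D became 73 without library B2, and edgeR called none without library A, A1, A2, B, B1, C1, C2 or D2. Without libraries B and D1, a setting chosen after seeing the data, 153 genes were specific to type B, 505 to type D and 374 to type A.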

In our RNA-seq results, we found cell type-specific genes. Additionally, the similarity of the cell types was examined. As a further study, we are preparing type-specific culture conditions to maintain the characteristics of each cell type. Functional experiments such as differentiation of each cell type will be possible due to the extension of the culture period. This study will broaden the understanding of lineage specification in early embryos. In particular, we might develop a method to isolate cell populations in their natural state.

## Data Availability

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: NCBI Gene Expression Omnibus; accession number GSE189477.

# Supplementary material for: Characterization of multitype colonies originating from porcine blastocysts produced in vitro
**Source:** Front Cell Dev Biol. 2022 Sep 12;10:918222. doi: 10.3389/fcell.2022.918222
**Supplement:** Supplementary file 2

**Characterization of multi-type colonies originated from porcine in vitro produced blastocysts**

Jong-Nam Oh^1^, Jinsol Jeong^1^, Mingyun Lee^1^, Gyung Cheol Choe^1^, Dong-Kyung Lee^1^, Kwang-Hwan Choi^1^, Seung-Hun Kim^1^ and Chang-Kyu Lee^1, 2^

**Figure s1. Immunocytochemistry of the four types of cells.**

The images which are indicated by “Nuclei” and “SOX2” are collected from Figure 1C. The rightest panels are magnified images from merged images. All scale bars are 100 μm.

**Table s1. Summary of RNA sequencing results**

Total Reads; Total number of produced reads, Total Bases; Total number of produced nucleotides, Total Bases(Gb); The total bases expressed by giga unit, GC Count; Number of both guanine(G) and cytosine(C) of the total bases, GC Rate; GC ratio of the total bases, N ZeroReads; Number of reads not including N(any base) nucleotide, N ZeroReadsRate; Proportion of the N ZeroReads of the total reads, N5 LessReads; Number of reads including less than 5 times of N(any base); nucleotide in each read, N5 LessReadsRate; Proportion of the N5 LessReads of the total reads, N Count; Total number of N(any base) nucleotides, N Rate; Proportion of the N Count of total bases, Q30 MoreBases; Number of nucleotides greater than Phred quality score 30 (nucleotide accuracy: 99.9%) of the total bases, Q30 MoreBasesRate; Proportion of the Q30 MoreBases of the total bases, Q20 MoreBases; Number of nucleotides greater than Phred quality score 20 (necleotide accuracy: 99%) of the total bases, Q20 MoreBasesRate; Proportion of the Q20 MoreBases of the total bases

| Sample  ID | TBI_ID | Total  Reads | Total  Bases | Total  Bases | GC_Count | GC_Rate | N_Zero  Reads | N_Zero  Reads Rate |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| sample_A | TN2109R1732 | 38656488 | 5.84E+09 | 5.84 Gb | 2.78E+09 | 0.4768 | 38633058 | 0.9994 |
| sample_A1 | TN2109R1733 | 51516386 | 7.78E+09 | 7.78 Gb | 4.06E+09 | 0.5224 | 51493666 | 0.9996 |
| sample_A2 | TN2109R1734 | 48482874 | 7.32E+09 | 7.32 Gb | 3.82E+09 | 0.522 | 48460814 | 0.9995 |
| sample_B | TN2109R1735 | 43624090 | 6.59E+09 | 6.59 Gb | 3.47E+09 | 0.5262 | 43593992 | 0.9993 |
| sample_B1 | TN2109R1736 | 37813938 | 5.71E+09 | 5.71 Gb | 2.95E+09 | 0.5161 | 37786498 | 0.9993 |
| sample_B2 | TN2109R1737 | 43592668 | 6.58E+09 | 6.58 Gb | 3.13E+09 | 0.4761 | 43565072 | 0.9994 |
| sample_C | TN2109R1738 | 39024038 | 5.89E+09 | 5.89 Gb | 2.84E+09 | 0.4814 | 39002844 | 0.9995 |
| sample_C1 | TN2110R0393 | 66775832 | 1.01E+10 | 10.08 Gb | 4.94E+09 | 0.49 | 66724420 | 0.9992 |
| sample_C2 | TN2109R1740 | 48714776 | 7.36E+09 | 7.36 Gb | 3.55E+09 | 0.4831 | 48679256 | 0.9993 |
| sample_D | TN2109R1741 | 47682832 | 7.2E+09 | 7.20 Gb | 3.59E+09 | 0.4982 | 47647576 | 0.9993 |
| sample_D1 | TN2109R1742 | 42113266 | 6.36E+09 | 6.36 Gb | 3.27E+09 | 0.5136 | 42095328 | 0.9996 |
| sample_D2 | TN2109R1743 | 43945760 | 6.64E+09 | 6.64 Gb | 3.22E+09 | 0.4853 | 43922406 | 0.9995 |

| Sample  ID | N5_Less  Reads | N5_Less ReadsRate | N_Count | N_Rate | Q30_More Bases | Q30_More Bases Rate | Q20_More Bases | Q20_More Bases Rate |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| sample_A | 38656428 | 1 | 14412 | 0 | 5.22E+09 | 0.8936 | 5.52E+09 | 0.9454 |
| sample_A1 | 51516306 | 1 | 14290 | 0 | 7.3E+09 | 0.9381 | 7.6E+09 | 0.9764 |
| sample_A2 | 48482808 | 1 | 13597 | 0 | 6.88E+09 | 0.9399 | 7.16E+09 | 0.9782 |
| sample_B | 43623950 | 1 | 19806 | 0 | 6.04E+09 | 0.9177 | 6.35E+09 | 0.9642 |
| sample_B1 | 37813802 | 1 | 18472 | 0 | 5.36E+09 | 0.9379 | 5.58E+09 | 0.9769 |
| sample_B2 | 43592540 | 1 | 17752 | 0 | 6.1E+09 | 0.9272 | 6.38E+09 | 0.9696 |
| sample_C | 39023972 | 1 | 12844 | 0 | 4.86E+09 | 0.8241 | 5.22E+09 | 0.8864 |
| sample_C1 | 66772906 | 1 | 119040 | 0 | 9.12E+09 | 0.9045 | 9.6E+09 | 0.9523 |
| sample_C2 | 48714612 | 1 | 23347 | 0 | 6.73E+09 | 0.9149 | 7.05E+09 | 0.9582 |
| sample_D | 47682654 | 1 | 23793 | 0 | 6.7E+09 | 0.9311 | 7E+09 | 0.9729 |
| sample_D1 | 42113208 | 1 | 11099 | 0 | 5.97E+09 | 0.9388 | 6.22E+09 | 0.9777 |
| sample_D2 | 43945670 | 1 | 14730 | 0 | 6.13E+09 | 0.9241 | 6.41E+09 | 0.9667 |

**Table s2. Alignment statistics of samples from four types**

Raw: Number of raw reads (Raw/Raw*100), Clean: Number of clean(preprocessed) reads (Clean/Raw*100), Mapped: Number of mapped reads (Mapped/Raw*100), Unique: Number of uniquely mapped reads (Unique/Raw*100), Spliced: Number of spliced reads (Spliced/Raw*100), InsertSizeAvg: Average of insert size, InsertSizeSD: Standard deviation of insert size

| Sample | ReadsRaw  Count | ReadsClean  Count | ReadsClean  Rate | Mapped  Reads | Mapped  Rate | Uniquely  MappedReads | Uniquely  MappedRate | Spliced  Reads | Spliced  Rate | InsertSize  Avg | Insert  SizeSD |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| A | 38656488 | 37667824 | 97.44 | 25134956 | 65.02 | 24551502 | 63.51 | 6692374 | 17.31 | 120.7718 | 66.15997 |
| A1 | 51516386 | 51469798 | 99.91 | 38953302 | 75.61 | 38006050 | 73.77 | 14500887 | 28.15 | 161.5208 | 78.04109 |
| A2 | 48482874 | 48439198 | 99.91 | 41965656 | 86.56 | 41047470 | 84.66 | 14688676 | 30.3 | 163.6692 | 76.83277 |
| B | 43624090 | 43493538 | 99.7 | 31940642 | 73.22 | 27652466 | 63.39 | 3184915 | 7.3 | 105.2994 | 93.93268 |
| B1 | 37813938 | 37782634 | 99.92 | 28971134 | 76.61 | 28297192 | 74.83 | 9612758 | 25.42 | 163.1367 | 85.65466 |
| B2 | 43592668 | 43525314 | 99.85 | 39025718 | 89.52 | 38006884 | 87.19 | 8595654 | 19.72 | 134.11 | 80.6456 |
| C | 39024038 | 33989890 | 87.1 | 10162148 | 26.04 | 9705344 | 24.87 | 1480679 | 3.79 | 76.57509 | 38.83599 |
| C1 | 66775832 | 65504704 | 98.1 | 46669388 | 69.89 | 45343450 | 67.9 | 17460322 | 26.15 | 198.6205 | 146.8179 |
| C2 | 48714776 | 48320412 | 99.19 | 27757912 | 56.98 | 26861278 | 55.14 | 8141160 | 16.71 | 132.0523 | 82.97666 |
| D | 47682832 | 47558646 | 99.74 | 41979488 | 88.04 | 40234522 | 84.38 | 12620974 | 26.47 | 156.6184 | 90.10867 |
| D1 | 42113266 | 42070832 | 99.9 | 39097284 | 92.84 | 38145752 | 90.58 | 12995329 | 30.86 | 171.3483 | 82.34863 |
| D2 | 43945760 | 43838634 | 99.76 | 36448036 | 82.94 | 35321462 | 80.38 | 10622086 | 24.17 | 140.8983 | 72.13522 |

**Table s3. Read number for reads per kilobase per millions mapped reads (RPKM) of samples from four cell types**

|  | Gene Expression | | | | Transcript Expression | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Samples | RPKM  >=1000 | RPKM  >=100 | RPKM  >=10 | RPKM  >=0.3 | RPKM  >=1000 | RPKM  >=100 | RPKM  >=10 | RPKM  >=0.3 |
| A | 36 | 976 | 6013 | 13565 | 31 | 874 | 7009 | 22609 |
| A1 | 60 | 1080 | 5447 | 13261 | 61 | 1016 | 6402 | 22170 |
| A2 | 49 | 998 | 5893 | 13661 | 48 | 913 | 6801 | 23489 |
| B | 75 | 890 | 5394 | 19864 | 73 | 862 | 5912 | 27995 |
| B1 | 35 | 865 | 6775 | 14638 | 36 | 758 | 7605 | 25298 |
| B2 | 39 | 791 | 6798 | 17558 | 37 | 659 | 7520 | 29091 |
| C | 45 | 907 | 5453 | 12072 | 40 | 843 | 6420 | 17720 |
| C1 | 51 | 858 | 5714 | 12441 | 46 | 784 | 6630 | 21519 |
| C2 | 55 | 866 | 5717 | 12866 | 51 | 800 | 6568 | 21427 |
| D | 102 | 1246 | 5288 | 15267 | 96 | 1252 | 6114 | 24201 |
| D1 | 37 | 850 | 6976 | 15083 | 36 | 714 | 7779 | 26415 |
| D2 | 74 | 1195 | 5751 | 14947 | 67 | 1148 | 6676 | 24571 |

How the deposited data were processed for this re-analysis (not part of the article)

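RNA-seq was run on 12 libraries, 3 of each of cell types A, B, C and D, which grew out of porcine blastocysts on mitomycin-treated mouse embryonic fibroblasts. The authors trimmed the reads with cutadapt, aligned them to the pig genome with STAR and deposited for each gene and library a read count, an RPKM and a TPM. Table 4 lists several programs for abundance without saying which made the deposited values. The counts are whole numbers that were not normalized. The RPKM is the count scaled by library total and by a length of the gene that differed between libraries, as for IFITM3 and SNAI1. The TPM is the RPKM rescaled to the same sum in each library. The sample records name Sscrofa10.2 as the genome build, while scaffold names and gene positions are those of Sscrofa11.1.

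The paper's text names the tools for differential expression and a general p threshold, and it gives no filter on low counts, no fold threshold and no contrast for Table 5. It describes triplicates and does not say whether they came from separate cultures. The libraries A, B, C and D carry no number and the others the numbers 1 and 2, and the labels do not say whether libraries of different types are paired. Correlations between libraries of the same number, after the type means were removed, ranged from -0.455 to 0.555, and 5 of 12 libraries correlated best with a library of the same number, so no block was used. Library C1 has a sequencing identifier of another series than the other libraries in the paper's Table S1, and a possible batch with 1 library of type C cannot be told apart from that library.

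Of 31908 genes in the table, 16698 carried a symbol, 1420 were named from an NCBI identifier and 167 from the table of pig gene names, and 13623 were left without a symbol. Counts were analysed in R 4.3.3 with edgeR 4.0.16. The filterByExpr function kept 14586 genes. The counts were normalized by TMM, the dispersion was estimated across genes (common dispersion 0.371), and glmQLFit with robust estimation and glmQLFTest were applied to a model with 1 mean per type. Each type was set against the mean of the other 3, and types A and B, B and D, and A and D against each other. A gene was called specific to a type when it was higher, or lower, than in each of the other types. The p-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold and no fold threshold. A fitted fold change is not given where a type had no counts in its 3 libraries, and the RPKM is given in its place. Total counts per library ran from 840179 to 7812450. The libraries hold no molecular identifiers, so a count measures reads and the limits from counting cover counting error only.

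Lineage markers were those of the paper's Table 2. Their differences between types were tested by an exact permutation of log2(RPKM + 1) over all ways to part 12 libraries into 4 groups of 3, adjusted over 23 markers. Distances between libraries were Euclidean on log2(RPKM + 1) of 13788 genes at 1 RPKM or more in at least 3 libraries, with classical multidimensional scaling and exact permutations. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

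The 35 gene lists were fixed before the data were examined. They are the paper's epiblast, PrE, TE, XEN, mesoderm and germ cell markers, the up- and downregulated genes of Table 5 by type, and lists from textbook knowledge. The latter cover epiblast and pluripotency, primitive and visceral endoderm, trophectoderm and trophoblast, primitive streak and mesoderm, neural ectoderm, surface ectoderm and amnion, germ cells, fibroblasts and mesenchyme, blood and endothelium, and gut and definitive endoderm. They also cover lipid droplets and triglycerides, alkaline phosphatase, epithelial junctions and keratins, regulators of the epithelial-mesenchymal transition, the cell cycle, ERK targets, NODAL and TGFB targets, PDGF ligands and receptors, lysosome and cathepsins, imprinted genes, the mitochondrial genome, stress and dissociation, and glycolysis and hypoxia. For each list the called members were counted, over all genes and adjusted over the list alone. Lists were also tested with camera of limma 3.58.1. The test set in advance used a preset correlation of 0.01, adjusted over 136 tests, of which 48 passed. With a correlation estimated from the data, an alternative, none passed. The adjusted p of a list is given with the estimated correlation except where stated.

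The genes named were fixed by a rule before the data were examined. The rule took the genes of Table 2, Table 5 and Figure 6A, whose values in the paper had been seen. For each type it added, among genes with a symbol, an adjusted p under 0.05, 10 RPKM or more and no overlap between libraries, the 10 with the largest rise and the 5 with the largest fall. It also took up to 4 members with the smallest adjusted p of each list described, and for each pair of types the 8 with the largest rise and the 8 with the largest fall. From these, the text gives examples. A few others are given as members of a list or because a count was of 5 or fewer.

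The alternatives were RLE normalization, DESeq2 1.42.0, no filter on low counts, a replicate block, limma on log2(RPKM + 1) and on log2(RPKM + 0.1), a fold threshold of log2 1, leaving out libraries B and C for their low spliced rates in Table S2, and leaving out each of the 12 libraries in turn. Where a library was left out, the model pooled the spread of all types. Leaving out libraries B and D1 was added after seeing the data. The test was also run on simulated counts with known changes. The comparison of the 12 samples with data of other studies was left out, because those data are not part of the deposited table.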

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

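The tests of the explanations weighed in this part, and the comparison with other splits of the samples, were chosen only after the results were seen.

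Of 25 neural ectoderm genes, which the paper did not analyse as a group, 19 were higher in type D. The list test set in advance, camera at the preset correlation, gave adjusted p = 1.39e-14. With that test 39 of 100 splits, the real one included, passed as many lists as the real one. With an estimated correlation the list had adjusted p = 0.188, and none of 136 list tests passed. Over all textbook lists of 10 or more genes, types and directions, only the real split of 100 reached the 76% called here. The highest share of any list in the other splits was 59.1%, with a median of 0. Many of the other splits thus called no listed gene. They test the grouping of the samples and cannot exclude chance for this list. A difference in scaling between libraries is argued against by a list median of 3.69 against 0.122 for all genes, a gap of 3.57 on the log2 scale. A single type D library is argued against by medians of 1.93 in library D, 2.92 in D1 and 1.59 in D2, the lowest. Cells on a neural path in type D colonies may explain the pattern as a hypothesis found and tested on the same data, while cells of another kind in all type D samples stay open, as untested, and the genes were also high in libraries B1 (1.35) and B2 (2.83).

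Genes of fibroblasts were higher on average in the unnumbered library than in the numbered ones of the same type, by 1.54 in type A, 1.45 in type B, 3.93 in type C and 0.295 in type D on the log2 scale. A chance order of the 3 libraries within each type cannot be told apart, since the exact one-sided p = 0.0123, the smallest that 81 choices can give, was fixed once the unnumbered library was seen to be highest in all 4 types. RNA of fibroblasts in that library cannot be told apart either, since the shares of listed genes higher there than in both numbered libraries, 62.5% in type A, 58.3% in type B, 88.0% in type C and 50.0% in type D, restate the higher mean or, in type D, lie between the bounds set for either outcome. The list has 25 genes, of which other lists hold 7 and 24 or more reach 1 RPKM in each type, and its abundant DCN was at 64.8 RPKM in library A, 87.8 in B, 379.5 in C and 51.5 in D, but also at 249.5 in B1, while the other numbered libraries were at 0 to 20.1 and the paper names no cell sorting before RNA-seq. Lower RNA quality cannot be told apart from it. In 3 of 4 types the unnumbered library also had the lowest spliced share of raw reads in the paper's Table S2. Neither pig cells of a mesenchymal kind nor reads of mouse feeder cells were tested.

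Library B lay nearer to type A than to libraries B1 and B2, and library D1 lay nearer to B1 and B2 than to libraries D and D2. The mean distance of library B was 146.5 to type A and 163.1 to D and D2, and library D alone was at 149.1. The median ratio of library B to the type A mean was 0.354 over 266 genes, where type A libraries were at 0.849 to 1.04. These genes were picked as high in all 3 type A libraries, and library B took no part in the choice. A lower ratio in library B is thus partly built in, and its spliced share was low (7.3% of raw reads). A type A sample under the label of library B therefore cannot be told apart by this test. A mixture of type A and type B cells in library B could bring both ratios near their shares, but these were 0.354 to type A and 0.15 to B1 and B2, with a sum of 0.505 that lies between the bounds set for either outcome, so it cannot be told apart. Library D1 could be a type B sample, with a median ratio of 0.221 to D and D2 over 96 genes and of 0.865 to B1 and B2 over 563 genes, and it cannot be told apart because the first ratio, with quartiles of 0.157 to 0.3, spans the bound of 0.2, while GATA6 (0.05 RPKM in D1, 6.02 in B1 and 1.71 in B2) and GATA5 (0.24, 8.96 and 2.15) go with its label. A state shared by type B and D colonies in a culture stays open as a biological explanation, untested.

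The other results below concern gene groups that the paper does not discuss, with more genes called than in any other of 100 splits of the samples. Groups were picked by their counts against these splits, so exceeding them is no test of a group. For each type, the other splits called a median of 0 genes. Of all 14586 genes tested, 914 were higher in type A and 796 in type B. In type C 2120 were higher and 2409 lower, and in type D 1602 were higher and 853 lower. None of the groups passed as a whole with an estimated correlation. In type A, 7 of 11 gut and definitive endoderm genes were higher (highest other split 0, adjusted p = 0.347), and 4 without library A. Targets of NODAL and TGFB were higher in type A for 6 of 14 (0, adjusted p = 0.412). In type B, 14 of 25 neural ectoderm genes were higher (8, adjusted p = 0.354), or 9 without library A or C1, 8 without D2 and 7 without B2, and in type C 17 of the 25 were lower (0, adjusted p = 0.412). Surface ectoderm and amnion genes were higher in type C for 8 of 19 (1, adjusted p = 0.355). Junction and keratin genes were higher in type C for 13 of 23 (0, adjusted p = 0.428) and lower in type D for 17 of 23 (0, adjusted p = 0.266), or 11 without library D2. Regulators of the epithelial-mesenchymal transition were lower in type C for 4 of 11 (1, adjusted p = 0.526), and for 7 without library C and 2 without C1. For the cell cycle, 17 of 29 genes were lower in type C (0, adjusted p = 0.271). Lysosome and cathepsin genes were higher in type C for 14 of 22 (0, adjusted p = 0.354). Among imprinted genes, 9 of 16 were lower in type C (0, adjusted p = 0.266) and 9 of 16 were higher in type D (1, adjusted p = 0.146). Genes of stress and dissociation were higher in type C for 8 of 18 (0, adjusted p = 0.516), or 4 without library C1 or C2. In type D, 4 of 11 gut and definitive endoderm genes were lower (2, adjusted p = 0.711), or 2 without library C2 or D and 1 without D2.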

How the results depend on the processing

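Leaving out libraries B and D1 was the only alternative of this part chosen after seeing the data, and the tests made with it are named below. The deposited counts come from 840179 to 7812450 counted reads per library, and with 3 samples per type genes at low counts are measured with wide errors. Over 131 values under settings other than leaving out a single library, 85 stayed and 46 moved. Of 180 values with a library left out, 121 stayed and 59 moved. A count stayed if it lay within 1.5 times the main count. A distance stayed if it kept its sign and its side of a permutation p of 0.05. For the distance of type D to types B and A, the main permutation p of 0.1 was the smallest possible. Only a change of sign could move that distance, so its values say little about stability. Among 556 results of named genes, 11664 alternative values were computed. Of these, 10515 kept their direction and side of the threshold, 882 kept the direction and lost the threshold, 255 kept the direction and gained it, and 12 reversed. The distances between samples kept an exact permutation p under 0.05 in each setting run, at p = 0.00013 to 0.00117. The setting changed the median log2 fold change of all genes in type A from 0.024 to -0.089 with RLE normalization, -0.653 with DESeq2 and -0.422 with no filter on low counts, and in type B from 0.183 to 0.776 with DESeq2. Except where stated, the cause was not tested.

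With DESeq2, 2197 genes differed in type A against the other types, 1519 in type B, 1986 between types A and B, 380 between types B and D and 2362 between types A and D. In the same setting 331 were genes specific to type A, 12 to type B and 197 to type D. With no filter on low counts, 2033 genes differed in type B and 62 between types B and D, and 1 was specific to type B and 51 to type D. With limma on log2(RPKM + 1), 39 differed in type B and 281 were specific to type A, and with limma on log2(RPKM + 0.1), 87 differed in type B, 8 between types B and D and 8 were specific to type D. With a replicate block, 359 genes differed in type B and 2 between types B and D, and 2 were specific to type D.

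A fold threshold of log2 1 asks more of each gene by construction, and it left 502 genes in type A, 261 in type B, 2493 in type C and 1074 in type D. It left 190 between types A and B and 860 between types A and D, and 42 specific to type A and 693 to type C. Between types B and D and specific to type D, edgeR called 0 genes with this threshold and 0 without libraries B and C. The same comparisons with all libraries and no fold threshold had 1114 genes higher and 705 lower in type B at an unadjusted p under 0.05, 211 higher and 414 lower specifically in type D, and 380 and 197 genes called by DESeq2. Without libraries B and C, 1526 genes differed between types A and B and 333 were specific to type A.

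Without libraries B and D1, 1881 genes differed in type A, 2270 in type B, 4435 in type D, 1968 between types A and B, 2051 between types B and D and 2227 between types A and D. In this setting 374 genes were specific to type A, 153 to type B and 505 to type D. The camera test passed 48 gene lists by type at its preset correlation and 0 with an estimated correlation, while fry passed 43. In TPM in place of RPKM, 112.8 genes were at 1000 or more and 1735.8 at 100 or more.

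Leaving out each library in turn gave 506 to 1706 genes in type A against the other types, 328 to 1238 in type B, 2488 to 5017 in type C and 989 to 2934 in type D. The range was 1 to 1350 between types A and B, 0 to 94 between types B and D and 606 to 1932 between types A and D. For genes specific to a type it was 1 to 352 in type A, 0 to 1 in type B, 565 to 1582 in type C and 0 to 73 in type D. Lineage markers past the threshold numbered 8 to 14, and 21 to 23 kept the type with the highest level. The distances between types exceeded those within types by 53.55 to 77.03, and the distance of type D to types B and A differed by -38.9 to -13.7.

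CDX2 in type B reversed to -6.59 without libraries B and D1, where the type B libraries that remain had no counts, so this fitted value is no bound. ENSSSCG00000032599, ENSSSCG00000034846 and ENSSSCG00000041875 in type B reversed to -0.97, -0.99 and -0.91 without libraries B and C, to -1.09, -1.12 and -1.03 without libraries B and D1, and to -0.94, -0.97 and -0.88 without library B. Over the libraries left out in turn they ranged from these values to 5.07, 5.27 and 4.74. PDGFRA in type C reversed to -4.13 without libraries B and C and to -4.23 without library C, the type C library that held it, within a range of -4.23 to 1.09 over the libraries left out in turn.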

Differences from the paper's values

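No value that the paper states for a measure computed here differed. Of the numbers of genes at each RPKM level in Table S3, 48 of 48 were equal, and 52 values of 13 genes in Figure 6A differed by at most 0.0107.

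The other differences concern statements. The paper's text reports that the markers did not differ significantly between types. Here 14 of 23 passed the exact permutation test, and 8 to 14 did under the alternatives set before the data were examined. Without libraries B and D1, chosen after seeing the values, 16 did. The paper's statistics section gives a general test among experimental groups and a general p threshold, and it does not say whether these were applied to RNA-seq.

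Of the 3 trophectoderm markers, 3 were highest in type C, and of 34 trophectoderm and trophoblast genes 19 were higher in type C and 10 lower in type D. The discussion places the peak of the trophectoderm markers in type D, and the paper's results section places it in type C, as here.

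The nearest sample was of the same type for 9 of 12 samples, whereas the paper's results section describes the samples as gathered by type. Its discussion also places a type B sample near type A, as library B is here. The number was 10 of 12 with the 500 genes of largest variance, 9 of 12 with the other measures of distance, 8 of 10 without libraries B and C, and 7 to 10 of 11 with each library left out in turn, with 10 without library D1 and 7 without D2. It was 10 of 10 without libraries B and D1, a setting chosen after seeing the values that drops 2 of the paper's samples.

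Of the genes that Table 5 lists as upregulated in type D, 11 of 23 were called, and 15 when adjusted over the list alone. Without libraries B and D1, chosen after seeing the values, 20 of 23 were called, with 2 of the 12 samples dropped. The paper gives no threshold or contrast for this table.

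The paper writes of genes specific to each type, without a stated criterion. For type B edgeR called 0 genes higher or lower than in each other type, with 80 higher and 22 lower at an unadjusted p under 0.05, and for types A, C and D it called 138, 1386 and 4. DESeq2 called 12 in type B, edgeR with no filter on low counts called 1, and limma on log2(RPKM + 1) called 0. Without libraries B and D1, chosen after seeing the values, edgeR called 153 in type B.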

Other observations

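MTTP, which loads lipid onto lipoproteins, had a log2 fold change of 6.52 in type A (standard error 1.04, adjusted p = 0.00258), and the lipid droplet gene CIDEB of 7.20 (standard error 1.22, adjusted p = 0.00345). AGPAT2, an enzyme of triglyceride synthesis, and CIDEA were higher in type C, with log2 fold changes of 2.55 (standard error 0.50, adjusted p = 0.00223) and 3.62 (standard error 0.79, adjusted p = 0.00459). Of 28 measured genes of lipid droplets and triglycerides, 5 were higher and 1 lower in type A, 8 higher and 3 lower in type C, 3 higher in type B, and 1 higher and 4 lower in type D. The 5 became 3 without library A1, A2, B2 or D2 and 8 without library B, and the 8 became 5 without library C1. ALPL, the alkaline phosphatase gene of the list measured, was at 71.5 ± 30.1 RPKM in type A (SD, n = 3), 49.5 ± 47.4 in type B, 0.827 ± 0.633 in type C and 22.6 ± 14.2 in type D. Its log2 fold change was 3.17 (standard error 0.64, adjusted p = 0.00783) in type A and -5.55 (standard error 1.03, adjusted p = 0.00163) in type C.

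NDRG1, a gene induced by hypoxia, was at 203 ± 64.4 RPKM in type C and 7.57 ± 6.68 in type D, with log2 fold changes of 4.03 (standard error 0.43, adjusted p = 5.2e-05) and -2.87 (standard error 0.57, adjusted p = 0.00528). The growth factor VEGFA had log2 fold changes of 2.47 in type C (adjusted p = 0.0032) and -2.35 in type D (adjusted p = 0.0268), where the call was lost without library D or D2. Among 19 genes of glycolysis and hypoxia, 3 were higher and 3 lower in type C and 3 were lower in type D, the latter 1 without library D or D2, and the list as a whole had adjusted p = 0.954 in type C and 0.75 in type D with camera at the preset correlation. ERK targets, of which 16 were measured, were higher for 3 and lower for 1 in type A, lower for 1 in type B, higher for 4 and lower for 2 in type C and higher for 4 and lower for 1 in type D. The 4 of type C became 2 without library C1 and 1 without C2, and the 4 of type D became 2 without library C1 or D2 and 1 without library D. ETV5, an effector of this pathway, fell by 4.35 on the log2 scale in type C (adjusted p = 4.8e-04), and its inhibitor SPRY1 fell by 2.72 in type A (adjusted p = 0.00963; not called without library A1 or A2). PDGFC, 1 of 6 PDGF ligands and receptors, was higher in type B, with a log2 fold change of 2.45 (standard error 0.56, adjusted p = 0.0248), and its call was lost without library B1, C1 or D2.

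Of 25 genes of fibroblasts and mesenchyme, FBLN1 was higher in type A, VIM and ACTA2 were higher in type D (VIM alone without library D or D2), and 2 were higher and 2 lower in type C. Without library C, 13 were lower in type C and 6 higher in type D. EGFL7, of 12 genes of blood and endothelium, was higher in type A (log2 fold change of 2.40, adjusted p = 0.00247) and lower in type C (-2.94, adjusted p = 0.0014). In this list 2 were higher in type A, 1 higher and 3 lower in type C and 1 higher in type D, and the 3 became 1 without library C1 or C2. Of 9 germ cell genes, 3 were higher and 2 lower in type A, 1 higher and 1 lower in type C, and 1 higher and 2 lower in type D. TFAP2C of that list fell by 4.32 on the log2 scale in type A (adjusted p = 0.0156), a call lost without library A, A1 or A2. The 2 lower in type A became 1 without library B2, C, C2, D or D2, and edgeR called none of them without library A, A1 or A2.

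The paper reports T in type D alone by RT-qPCR, whereas TBXT had 1 count in type B and 3 counts in type D over all samples here. By RT-qPCR the paper found GATA5 highest in type D, and here it was at 11.0 ± 3.34 RPKM in type A and 0.23 ± 0.125 in type D. For GATA3, which the paper found high in type B alone by RT-qPCR, the level was 60.5 ± 23.9 RPKM in type C and 19.9 ± 14.4 in type B.

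The counts over other splits of the samples given here are tests chosen after the results were seen. Of 100 splits, 1 was the real one. No other called as many genes for type A (1244, highest other 868) or type B (829, highest other 564). Nor did any for type C (4529, highest other 958). In the highest other splits of type A and type C, the group set apart was D, D1 and D2. Genes specific to type A (138, highest other 1) and type C (1386, highest other 1) also had no other split as large. The splits treat the 12 libraries as independent, which the paper's text does not state. A culture shared by the samples of a type therefore cannot be excluded. For type D, 2 of 100 splits, the real one included, called as many as the real 2455. The highest other, 3417, was the split that sets the type C samples apart, which points to a structure of the samples. For the genes specific to type D, 2 of 100 splits called as many as the real 4, and the highest other called 917, many times the real count, which again points to a structure of the samples. For genes specific to type B the real count was 0 with edgeR (highest other 1), which 100 of 100 splits reach by construction, so this count says nothing about chance. Chance was not excluded for the gene lists (48 with camera, highest other 71, 39 of 100 splits). The 10 splits of each pair of types are too few for a share under 0.05, with 576 genes between types A and B (highest other 1), 1454 between types A and D (highest other 0) and 4 between types B and D. In the last pair, 2 of the 10 splits called 4 or more, and the split of B, D and D2 against B1, B2 and D1 called 2234, which points to a structure of the samples.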
